# Members of Bitter Taste Receptor Cluster *Tas2r143/Tas2r135/Tas2r126* Are Expressed in the Epithelium of Murine Airways and Other Non-gustatory Tissues

**DOI:** 10.3389/fphys.2017.00849

**Published:** 2017-10-30

**Authors:** Shuya Liu, Shun Lu, Rui Xu, Ann Atzberger, Stefan Günther, Nina Wettschureck, Stefan Offermanns

**Keywords:** Tas2r143, Tas2r135, Tas2r126, chemosensory cells, tuft cells

## Abstract

The mouse bitter taste receptors Tas2r143, Tas2r135, and Tas2r126 are encoded by genes that cluster on chromosome 6 and have been suggested to be expressed under common regulatory elements. Previous studies indicated that the *Tas2r143/Tas2r135/Tas2r126* cluster is expressed in the heart, but other organs had not been systematically analyzed. In order to investigate the expression of this bitter taste receptor gene cluster in non-gustatory tissues, we generated a BAC (bacterial artificial chromosome) based transgenic mouse line, expressing CreERT2 under the control of the *Tas2r143* promoter. After crossing this line with a mouse line expressing EGFP after Cre-mediated recombination, we were able to validate the *Tas2r143*-CreERT2 transgenic mouse line and monitor the expression of *Tas2r143*. EGFP-positive cells, indicating expression of members of the cluster, were found in about 47% of taste buds, and could also be found in several other organs. A population of EGFP-positive cells was identified in thymic epithelial cells, in the lamina propria of the intestine and in vascular smooth muscle cells of cardiac blood vessels. EGFP-positive cells were also identified in the epithelium of organs readily exposed to pathogens including lower airways, the gastrointestinal tract, urethra, vagina, and cervix. With respect to the function of cells expressing this bitter taste receptor cluster, RNA-seq analysis in EGFP-positive cells isolated from the epithelium of trachea and stomach showed expression of genes related to innate immunity. These data further support the concept that bitter taste receptors serve functions outside the gustatory system.

## Introduction

Mammals sense a wide variety of compounds as bitter to prevent the ingestion of toxic substances. Bitter taste receptors are type 2 taste receptors (T2Rs) and belong to the superfamily of G-protein-coupled receptors (GPCRs). T2Rs are expressed primarily by type II taste receptor cells in taste buds of the tongue and share with sweet/umami taste receptors key molecules in their downstream signaling cascade. The canonical signal transduction involves activation of the G-protein gustducin, phospholipase C (PLC) ß2 and production of inositol triphosphate (IP3). IP3 induces an intracellular Ca^2+^ increase, which activates transient receptor potential channel M5 (TRPM5), leading to cation influx, membrane depolarization and release of neurotransmitters such as ATP and acetylcholine (Chandrashekar et al., 2006; Roper, 2013). Unlike sweet/umami taste receptors, bitter taste receptors are capable of detecting diverse chemical compounds, and individual bitter taste receptors show different degrees of ligand selectivity (Lossow et al., 2016).

Recent studies showed expression of bitter taste receptors and key molecules of the downstream taste signaling cascade outside the gustatory system and suggested important physiological functions of bitter taste receptors in various other organs (Finger and Kinnamon, 2011; Pydi et al., 2014; Lu et al., 2017). Reporter mice indicating expression of TRPM5 demonstrated the presence of solitary chemosensory cells (referred to as brush cells or tuft cells) in organs and tissues such as the airway, gastrointestinal tract and urethra (Bezencon et al., 2007; Tizzano et al., 2010; Kusumakshi et al., 2015). It has been suggested that such solitary chemosensory cells detect bacterial quorum-sensing molecules in the murine airway (Tizzano et al., 2010; Krasteva et al., 2012; Saunders et al., 2014), and initiate type 2 immune responses to helminth infections in the murine intestine (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016). Importantly, *TAS2R38* polymorphisms were shown to be linked to susceptibility to upper respiratory infection in human (Lee et al., 2012). These studies indicate that bitter taste receptors may be activated by particular pathogens and be involved in distinct physiological processes. Therefore, analysis of individual bitter taste receptor expression can help to elucidate their functions outside the gustatory system. However, expression of individual bitter taste receptors has been less investigated. Transgenic mice indicating expression of *Tas2r131* and *Tas2r105* have shown that these receptors are expressed in the thymus, trachea, ovary, and testis as well as in the kidney, small intestine, and testis, respectively (Li and Zhou, 2012; Voigt et al., 2012, 2015; Gu et al., 2015; Liu et al., 2015; Soultanova et al., 2015).

There are 25 and 35 functional bitter taste receptors in human and in mice, respectively. The human T2R genes cluster on chromosomes 5, 7, and 12 and the murine T2R genes cluster on chromosomes 2, 6, and 15 (Go et al., 2005). Real-time qPCR showed that the bitter taste receptor cluster *Tas2r143*/*Tas2r135*/*Tas2r126* is expressed in rodent hearts and upregulated under starvation, indicating that these genes could be regulated under a common element (Foster et al., 2013). *In silico* analysis based on datasets from the ENCODE (Encyclopedia of DNA Elements) Consortium showed overlapping histone marks and DNase I hypersensitive sites upstream of *Tas2r143*, indicating that *Tas2r143, Tas2r135*, and *Tas2r126* share common *cis*-regulatory regions (Foster et al., 2015). In addition, Tas2r143 and Tas2r135 of this bitter taste receptor cluster have been detected by real-time qPCR in murine vascular smooth cells (Lund et al., 2013) and in high-fat-diet induced mouse fat pads (Avau et al., 2015), respectively.

In order to investigate the expression of the bitter taste receptor cluster *Tas2r143/Tas2r135/Tas2r126* in non-gustatory tissues in more detail, we generated a BAC (bacterial artificial chromosome) based *Tas2r143*-CreERT2 transgenic mouse line. By crossing *Tas2r143*-CreERT2 with Rosa26^flox−mT−stop−flox−mG^ Cre-reporter mice we were able to validate this transgenic mouse line, monitor the expression of EGFP, and characterize the expression pattern of this bitter taste receptor cluster.

## Materials and methods

### Animals

To generate *Tas2r143*-CreERT2 transgenic mice expressing CreERT2 under the control of the *Tas2r143* promoter, the BAC clone RP23-316O11 (CHORI, CA, USA) from mouse chromosome 6 was used, containing the *Tas2r143, Tas2r135*, and *Tas2r126* genes. The genomic sequence between the start codon of *Tas2r143* and the stop codon of *Tas2r126* (35.2 kb) on the BAC was replaced by a cassette carrying the CreERT2 cDNA followed by a polyadenylation (pA) signal and a FRT-flanked ampicillin resistance cassette using Red/ET recombination kit (Gene Bridges). Correct targeting was verified by restriction digestion (BaeI, HpaI, and SwaI) and DNA sequencing. After Flp-mediated excision of the ampicillin resistance cassette and linearization (NotI), the recombined BAC was injected into C57BL/6 oocytes. Targeted offspring was genotyped for BAC insertion by genomic PCR. Following primers were used: P1 (forward): 5′-CAG GAG TCA TTG AAC TGG GAG-3′; P2 (reverse): 5′-CAG CAT CCA CAT TCT CCT TTC TGA-3′; P3 (forward): 5′-GCA TCG CAT TGT CTG AGT AGG T-3′; P4 (reverse): 5′-CAG ACA TGA AAG GAA CAG GAC AT-3′; PCR with P1/P2 and P3/P4 amplified a 614 bp and a 418 bp fragment, respectively, representing the correctly inserted CreERT2. Three independently generated *Tas2r143*-CreERT2 lines were crossed with the Cre-reporter line Rosa26^flox−mT−stop−flox−mG^ (Jackson Lab, Stock 007576) and analyzed, showing similar expression pattern. Nuclear translocation of the CreERT2 fusion protein was induced in animals by intraperitoneal injection of 1 mg tamoxifen (Sigma T5648) per day for 5 consecutive days. Five days after the last tamoxifen injection the animals were analyzed. In the absence of tamoxifen treatment, all *Tas2r143*-CreERT2 lines did not show any basal recombination. We therefore in some cases used the Rosa26^flox−mT−stop−flox−mG^ mouse line as a control.

Animals were kept on a C57BL/6 background and housed under a 12 h light-dark cycle with free access to food and water and under pathogen-free conditions. The Animal Ethics Committee of the Regierungspräsidium Darmstadt approved all animal procedures (Protocol No. B2/1016, B2/1112).

### Immunofluorescence microscopy

Tissues and organs were fixed in 4% PFA in PBS at 4°C for 12 h, subsequently incubated in 30% sucrose overnight for cryopreservation and embedded in O.C.T. tissue freezing medium (Sakura®, The Netherlands) and stored at −80°C before sectioning. For immunofluorescence analysis, cryosections (8–10 μm) were fixed in 4% PFA for 5 min or in acetone at −20°C for 10 min, washed three times in PBS, blocked with 5% BSA + 0.1% Triton X-100 in PBS for 30 min at room temperature. The blocked sections were incubated overnight at 4°C with following primary antibodies: rabbit anti-DCLK1 (ab31704, Abcam), goat anti-ChAT (AB144P, Millipore), goat anti-Gα gust (I-20; sc-395, Santa Cruz), rabbit anti-PLCß2 (sc-206, Santa Cruz), rat anti-CD31 (550274, BD Bioscience), rabbit anti-K5 (ab53121, Abcam), rabbit anti-K10 (905401, BioLegend), rabbit anti-K18 (clone SP69, M3690, Spring Bio), biotin anti-αSMA (ab125057, Abcam), Alexa Fluor® 647 anti-mouse CD3 (100209, BioLegend). After primary antibody incubation, sections were washed three times in PBS and incubated in the dark for 1 h at room temperature with appropriate secondary antibodies: goat anti-rabbit IgG Alexa Fluor® 647 (A32733), donkey anti-goat IgG Alexa Fluor® 647 (A21447), goat anti-rat lgG Cy5® (A10525), and streptavidin Alexa Fluor® 647 (S21374) from Life Technologies. Cell nuclei were labeled with DAPI (D3571, Invitrogen). After washing three times in PBS, sections were mounted and images were taken by SP5 confocal microscope (Leica). DAPI was detected at a wavelength of 405 nm, EGFP at 488 nm, Tomato at 561 nm and Alexa Fluor® 647 and Cy5® at 633 nm. Images were analyzed by Leica software (LAS AF Lite).

The Rosa26^flox−mT−stop−flox−mG^ mouse line expresses either EGFP or Tomato in a mutually exclusive fashion, and both fluorescent proteins are present in the cell in a membrane-associated form (Muzumdar et al., 2007). Therefore, in confocal images with a relatively large slice thickness, the overlay of the fluorescent images obtained at 488 nm and 561 nm in some cases wrongly suggests colocalization. Colocalization was only concluded when the signal from EGFP colocalized with an immunohistochemical signal obtained at 633 nm in an area which was not restricted to the direct cell-cell contact site.

### Quantitative assessment of EGFP-positive cells

Tongues (*n* = 4) were sectioned longitudinally and 10–15 cryosections were analyzed for each mouse. Taste buds were identified based on their onion-like morphology visualized by Tomato. Number of total and EGFP-positive taste buds was counted manually throughout the section using the 20x magnification field. Hearts (*n* = 5) were sectioned longitudinally and 12–15 independent images were taken at 20x magnification per mouse. Muscularized vessels were identified by αSMA. Number of total and EGFP-positive muscularized vessels was counted manually. Tracheas (*n* = 4) between the larynx and the bifurcation were dissected and sectioned longitudinally. Twenty to twenty-four independent images were taken at 20x magnification for each mouse. Cell counting was performed on the basis of nuclear staining with DAPI and cell markers. EGFP-positive cells, DCLK1-positive tuft cells, and total epithelial cells were counted manually. Stomachs (*n* = 4) were opened along the greater curvature, embedded flatly and sectioned as reported previously (Eberle et al., 2013). Images were taken at 20x magnification and gastric units, which could be viewed longitudinally, were analyzed. EGFP-positive cells, DCLK1-positive tuft cells and total epithelial cells were counted manually in 110–150 longitudinal gastric units for each mouse. Female urethra (*n* = 3) were sectioned longitudinally and 20–22 independent images were taken at 20x magnification for each mouse. EGFP-positive cells were counted manually and epithelial cells were counted by ImageJ (NIH) based on nuclear staining with DAPI in the epithelial layer.

### Isolation of mouse tongue epithelium

The isolation protocol was reported previously (Voigt et al., 2012). Briefly, the tongue was removed and an enzyme mix containing 2.5 mg/ml dispase II (D4693, Sigma), 1 mg/ml collagenase A (10103578001, Roche) and 0.5 mg/ml DNase I (A3778,0100, AppliChem) in PBS was injected under the epithelial layer. The injected tongue was incubated for 15 min at room temperature and the epithelium was peeled, washed in PBS and prepared for RNA isolation.

### Isolation of mouse tracheal cells

The isolation protocol was reported previously (Rock et al., 2009). Briefly, tracheas were cut into pieces, incubated in 16 U/ml dispase (17105-041, Gibco) in PBS for 30 min at room temperature and centrifuged at 350 g for 5 min. The digested tracheas were resuspended in 0.1% trypsin (25200056, Gibco), 1.6 mM EDTA in PBS and incubated for 20 min at 37°C. Trypsin was inactivated by adding DMEM with 5% FBS. The cell suspension was passed through a 40-μm cell strainer (431750, Corning). The filtered cells were centrifuged at 350 g for 5 min and the cell pellet was resuspended in DMEM with 5% FBS for FACS analysis.

### Isolation of mouse gastric mucosal cells

The isolation protocol was reported previously (Sakata et al., 2012). Briefly, stomachs were inverted, inflated with ~1 ml PBS, and digested with 0.05 mg/ml Liberase TM (05401119001, Roche) in DMEM while being slowly shaken at 37°C for 90 min. The cell suspension was centrifuged at 350 g for 5 min and the cell pellet was resuspended in 0.25% trypsin–EDTA for 5 min at 37°C. Trypsin was inactivated by adding DMEM with 10% FBS. The cell suspension was passed through a 100-μm cell strainer (431752, Corning). The filtered cells were centrifuged at 350 g for 5 min and the cell pellet was resuspended in DMEM with 10% FBS for FACS analysis.

### Fluorescence-activated cell sorting (FACs)

Cells isolated from reporter mice were stained with EpCAM Alexa Fluor® 647 (118211, BioLegend) to label epithelial cells. Cells isolated from Rosa26^flox−mT−stop−flox−mG^ mice were not stained and served as EGFP/EpCAM-negative control. Single live cells were detected by gating on SSC/FSC and selecting DAPI-negative cells. EGFP-positive cells were identified and sorted based on EGFP-positive/DAPI-negative expression. Tomato-positive cells were identified and sorted based on Tomato-positive/EpCAM-positive/EGFP-negative/DAPI-negative expression. Same number of EGFP- and Tomato-positive cells was isolated from the tamoxifen-treated reporter mice and sorted directly in lysis buffer for RNA isolation.

### Real-time qPCR

RNA was prepared using RNAeasy Kit (74004, Qiagen) and treated with TURBO™ DNase (AM1907, Ambion) to remove genomic DNA. First-strand cDNA was synthesized using ProtoScript II Reverse Transcriptase (M0368, New England BioLabs). Real-time qPCR primers were designed with the online tool provided by Roche, and quantification was performed using the LightCycler 480 Probe Master System (Roche). Genomic DNA was used as a universal standard to calculate gene copy number per ng of RNA. Relative expression levels were obtained by normalization to *Actb* mRNA. Following real-time qPCR primers were used: *Tas2r143* (forward): 5′-CAG GCA TCT TTT TGA ACT CCA-3′; *Tas2r143* (reverse): 5′-TCT TCA GGG CCT TTC TCA GT-3′; *Tas2r135* (forward): 5′-CCA TCA TGT CCA CAG GAG AA-3′; *Tas2r135* (reverse): 5′-TCA GTA GTC TGA CAT CCA AGA ACT GT-3′; *Tas2r126* (forward): 5′-GTG TGT GGG ATT GGT CAA CA-3′; *Tas2r126* (reverse): 5′-GCT CCC GGA GTA CTC AAC C-3′; *Actb* (forward): 5′-AAA TCG TGC GTG ACA TCA AA-3′; *Actb* (reverse): 5′-TCT CCA GGG AGG AAG AGG AT-3′.

### Nanostring analysis of bitter taste receptors expression in the adult mouse heart

The isolation protocol of adult mouse cardiomyocytes was reported previously (Takefuji et al., 2012). Briefly, the heart was removed quickly and cannulated from the aorta with a blunted 27G needle to allow retrograde perfusion of the coronary arteries. The heart was first washed with 50 ml perfusion buffer (113 mM NaCl, 4.7 mM KCl, 0.6 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 12 mM NaHCO_3_, 10 mM KHCO_3_, 10 mM HEPES, 30 mM Taurine, 10 mM 2,3-Butanedione monoxime, 5.5 mM Glucose, pH 7.46), then digested with 75 ml digesting buffer (0.05 mg/ml Liberase DH (05401089001, Roche) and 12.5 μM CaCl_2_ in perfusion buffer). The heart was removed from the perfusion apparatus and minced with a forceps in digesting buffer. Undissociated clumps were removed by filtration through 100 μm nylon mesh. Cardiomyocytes were enriched by three times centrifugation at 50 g for 1 min. RNA was isolated by RNeasy Kit (Qiagen). NanoString analyses were performed as described previously (Khan et al., 2011). In brief, 500 ng RNA was applied in a total volume of 30 μl in the assay. Barcodes were counted for ~1,150 fields of view per sample. Counts were first normalized to the geometric mean of the positive control spike count, then a background correction was done by subtracting the mean + two standard deviations of the eight negative control counts for each lane. Values that were <20 were fixed to background level. Relative expression levels were obtained by normalization to reference gene *Gusb*.

### RNA-Seq analysis of EGFP-positive cells in reporter mice

EGFP- and Tomato-positive cells were sorted by FACS and pooled from three reporter mice of one of the transgenic lines. RNA was isolated from EGFP- and Tomato-positive cells using the RNeasy micro Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with a BioAnalyzer 2100 (Agilent) or LabChip Gx Touch 24 (Perkin Elmer). RNA amount was adjusted on number of isolated cells by FACS and ~250 ng of total RNA was used as input for SMART-Seq® v4 Ultra® Low Input RNA Kit (Takara Clontech) for cDNA pre-amplification. Obtained full length cDNA was checked on LabChip and fragmented by Ultrasonication by E220 machine (Covaris). Final Library Preparation was performed by Low Input Library Prep Kit v2 (Takara Clontech). Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in minimum of 28 M reads per library with 1 × 75 bp single end setup. The resulting raw reads were assessed for quality, adapter content and duplication rates with FastQC (Andrews, 2010). Reaper version 13–100 was employed to trim reads after a quality drop below a mean of Q20 in a window of 10 nucleotides (Davis et al., 2013). Only reads between 30 and 150 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned vs. the Ensembl mouse genome version mm10 (GRCm38) using STAR 2.4.0a with the parameter “—outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10% (Dobin et al., 2013). The number of reads aligning to genes was counted with featureCounts 1.4.5-p1 tool from the Subread package (Liao et al., 2014). Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. The Ensemble annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers (Activities at the Universal Protein Resource, UniProt). The relative expression of genes in EGFP-positive cells compared to Tomato-positive cells was calculated as log_2_(EGFP/Tomato).

## Results

### Generation of tamoxifen-inducible *Tas2r143*-reporter mice

The murine bitter taste receptor genes *Tas2r143, Tas2r135*, and *Tas2r126* are located in close proximity to each other on chromosome 6 without any other known genes or coding sequences located within this area. NanoString analysis confirmed that these receptors were expressed in the heart (Figure 1A), suggesting that these three receptors may be transcribed under a common regulatory element (Foster et al., 2015). To analyze the expression of this cluster in mice we generated a BAC based *Tas2r143*-CreERT2 transgenic mouse line by inserting the cDNA encoding CreERT2 between the start codon of *Tas2r143* and the stop codon of *Tas2r126* (35.2 kb; Figure 1B). Transgenic mice were genotyped by genomic PCR to identify correct insertion of CreERT2 (Figures 1C,D).

**Figure 1:**
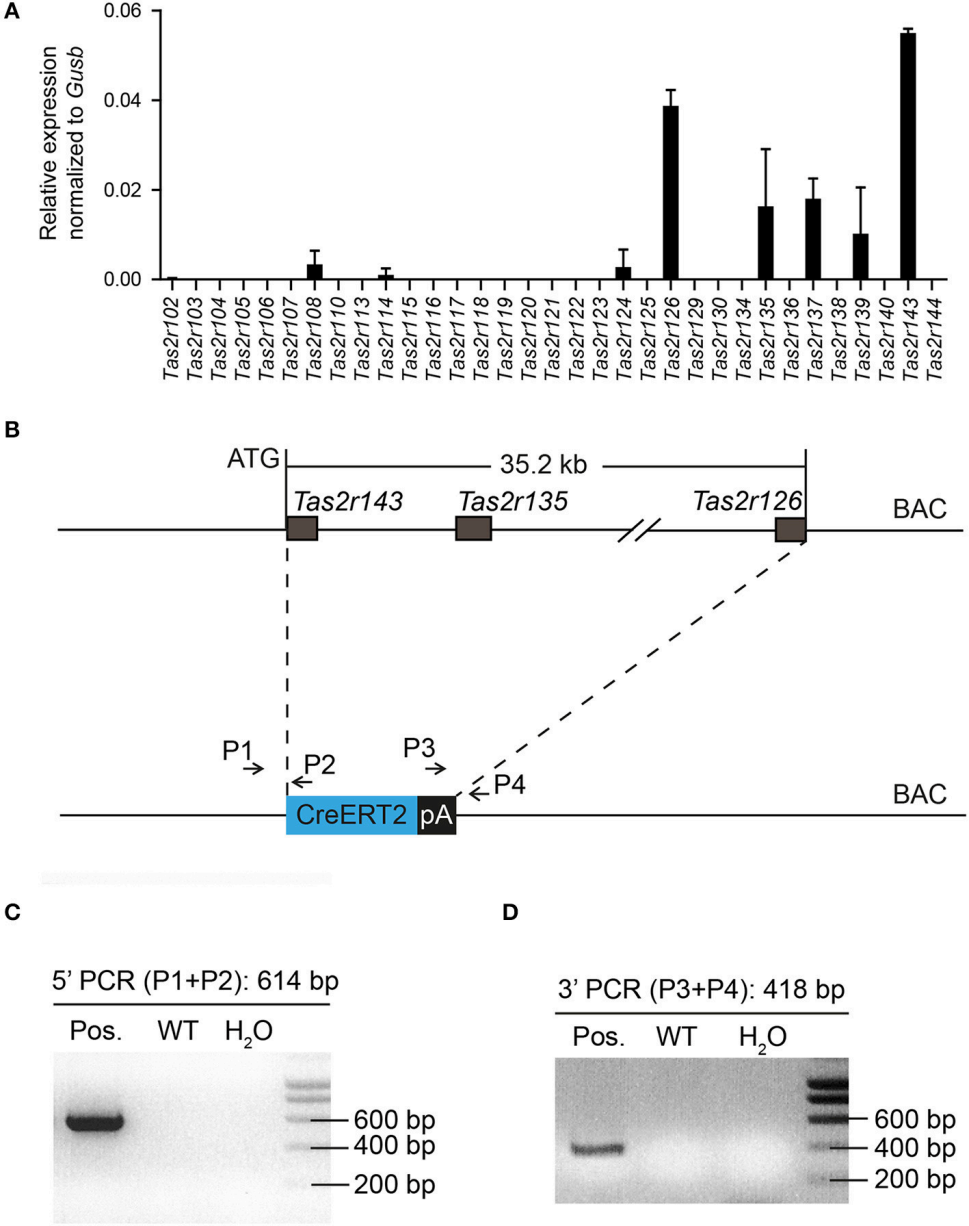
Generation of *Tas2r143*-CreERT2 transgenic mice. **(A)** NanoString analysis of mRNA expression levels for bitter taste receptors in the murine heart. (*n* = 2, error bars represent mean ± *SD*). **(B)** The genomic sequence between the start codon of *Tas2r143* and the stop codon of *Tas2r126* (35.2 kb) on BAC RP23-316O11 was replaced by a cassette carrying the CreERT2 cDNA followed by a polyadenylation (pA) signal. **(C,D)** Offspring of transgenic mice was genotyped by genomic PCR with primers P1/P2 and P3/P4 identifying a 614 bp and a 418 bp fragment, respectively, which indicate the correctly inserted CreERT2.

To analyze the recombination function of *Tas2r143*-CreERT2 transgenic mice we crossed these mice with the Cre-reporter mouse line Rosa26^flox−mT−stop−flox−mG^ to generate *Tas2r143*-CreERT2;Rosa26^flox−mT−stop−flox−mG^ reporter mice (hereafter *Tas2r143*-reporter mice; Figure 2A). In this reporter strain the red fluorescent protein Tomato is ubiquitously expressed at baseline and switches to enhanced green fluorescent protein (EGFP) in all cells that have undergone Cre-mediated recombination. Activation of Cre recombinase was induced by tamoxifen application in adult mice for 5 days, and these mice were analyzed 5 days after the last injection (Figure 2B). EGFP-positive cells were detected in 47 ± 7% (*n* = 4, mean ± *SD*) of all taste buds in the tongue, and these cells were positive for the taste receptor cell marker PLCß2 (Roper, 2013; Figure 2C). We isolated the epithelium from the tongue and confirmed the expression of *Tas2r143, Tas2r135*, and *Tas2r126* by performing real-time qPCR (Figure 2D). Beyond the tongue, EGFP-positive cells were detected in the trachea, stomach, jejunum, urethra, vagina, cervix, and thymus, as well as in the heart (Figure 2E). To validate and characterize the EGFP-positive cells we took a closer look at various organs.

**Figure 2:**
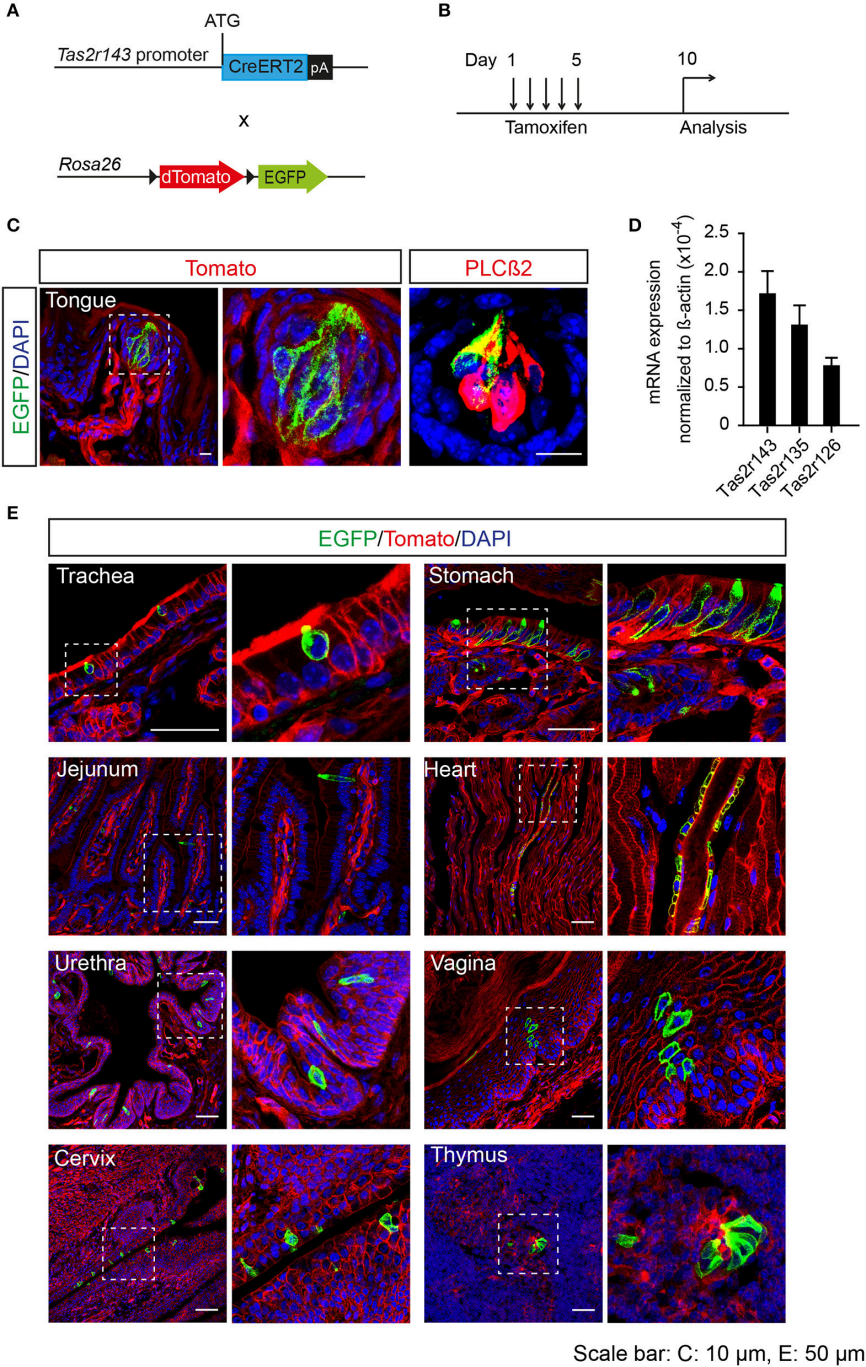
Generation of tamoxifen-inducible *Tas2r143*-reporter mice. **(A)** *Tas2r143*-CreERT2 mice were crossed with Cre-reporter mice (Rosa26^flox−mT−stop−flox−mG^) to generate *Tas2r143*-CreERT2; Rosa26^flox−mT−stop−flox−mG^ reporter mice. **(B)** Cre recombinase activity was induced by tamoxifen injection on 5 consecutive days. Reporter mice were analyzed 5 days after the last injection. **(C)** After tamoxifen injection, EGFP-positive cells were detected in taste receptor cells, stained by anti-PLCß2 antibody, in taste buds of the tongue. **(D)** *Tas2r143, Tas2r135*, and *Tas2r126* were detected in the tongue epithelium by real-time qPCR (*n* = 3, error bars represent mean ± *SD*). **(E)** EGFP-positive cells were detected in cryosections from various organs. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Scale bars: 10 μm **(C)**, 50 μm **(E)**.

### Expression of EGFP-positive cells in the respiratory epithelium

Previous studies demonstrated solitary chemosensory cells in respiratory airways and bitter taste receptor expression in the trachea (Krasteva et al., 2011; Tizzano et al., 2011; Voigt et al., 2015). We analyzed the lower respiratory tract, which consists of the trachea, bronchi, bronchioles, and lungs. EGFP-positive cells were detected in the epithelium of trachea, primary bronchi, and rarely in the epithelium of smaller bronchi as well as bronchioles (Figure 3A; Supplementary Figure 3). The number of EGFP-positive epithelial cells in the trachea was assessed from imaging, and we found that about 4% of all epithelial cells were EGFP-positive (Table 1). The majority of EGFP-positive epithelial cells colocalized with DCLK1 (microtubule-linked protein kinase 1), which is a tuft cell marker (Gerbe et al., 2009). About 85% of tuft cells were EGFP-positive epithelial cells and about 90% of EGFP-positive epithelial cells were tuft cells (Table 2). 

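Cells for RNA-seq came from Tas2r143-reporter mice that received 1 mg of tamoxifen per day for 5 days, and tissue was taken 5 days after injections ended. In these mice, tamoxifen activates Cre recombinase in cells with activity of the Tas2r143 promoter, and the recombined cells and their progeny switch from Tomato to EGFP. EGFP-positive cells were sorted as EGFP-positive and DAPI-negative. Tomato-positive cells were sorted as Tomato-positive, EpCAM-positive, EGFP-negative and DAPI-negative, so that only this sort was gated on the epithelial surface protein EpCAM. Cells of each sort were pooled from 3 mice into 1 library, which left 1 EGFP and 1 Tomato library of the trachea and no replicate, while the legend of Figure 3 gives n = 3. Full-length cDNA was amplified by PCR with a SMART-Seq kit before library preparation, without molecular identifiers. The amount of RNA used is given in nanograms in the paper and in both nanograms and picograms in the sample labels.
The deposited values are reads per gene that the authors divided by a factor for each library and rounded, named normalized counts here. They summed to 9.98 M in the EGFP library and 14.87 M in the Tomato library of the trachea, with 11522 and 13555 genes above 0. Judged from the spacing of the low values, 1 read was worth 1.61 normalized counts in the EGFP library and 0.809 in the Tomato library. About 6.2 and 18.4 M reads had thus been assigned to genes, whereas the paper gives a minimum of 28 M sequenced reads per library. The values used here rest on the assigned reads. Title and tissue field of each sample label name opposite tissues. Each pair of libraries was given the tissue of its title, because over the 8 genes plotted in both Figures 3 and 4 the log2(EGFP/Tomato) of the pair titled trachea lay a median of 0.019 from the bars of Figure 3 and 2.015 from those of Figure 4.
Relative expression was calculated as log2((EGFP + 1)/(Tomato + 1)). A gene was called higher in EGFP-positive cells at 2 or more and lower at -2 or less, where the higher of the 2 libraries reached 50 normalized counts. This rule of size and the gene lists were set before the data were examined. Of the 10523 genes that reached 50 normalized counts in the trachea, 2651 were higher in EGFP-positive cells and 3411 were lower. The lower library stood at 2 or less for 3080 genes. Rescaling both libraries to the same total adds up to 0.58 to the log2(EGFP/Tomato) of a gene in the trachea, less where a library is near 0, and turns the balance to 3187 higher and 2862 lower genes. The rule compares these libraries, not groups of mice, and intervals and detection floors given for single genes cover counting error only.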

In order to test whether EGFP-positive cells express members of the *Tas2r143*/*Tas2r135*/*Tas2r126* cluster, we isolated mRNA from EGFP-positive cells purified from the tracheas of the reporter mice by FACS (Supplementary Figure 1) and performed RNA-seq analysis. The enrichment of EGFP-positive cells was confirmed by analyzing the expression of EGFP, CreERT2 and Tomato compared with Tomato-positive cells purified from the tracheas of the reporter mice (Figure 3B). EGFP-positive cells expressed *Tas2r135, Tas2r126* and other bitter taste receptors including *Tas2r108, Tas2r105, Tas2r138, Tas2r106, Tas2r118, Tas2r115*, and *Tas2r136* (Figure 3C). In addition, EGFP-positive cells demonstrated high expression levels of genes encoding proteins in the bitter taste transduction system (*Gnat3, Plcb2, Trmp5*), acetylcholine synthesis (*Chat*; Roper, 2013) as well as cytokines responsible for type II immunity (*Il25* and *Tslp*; Gerbe and Jay, 2016; Figure 3D). 

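Bitter taste receptor transcripts were found in the EGFP library of the trachea, where 9 of the 35 Tas2r genes reached 50 normalized counts, and all 35 were listed at 0 in the Tomato library. Tas2r108 had the most with 3402 normalized counts. It was followed by Tas2r126 with 746, Tas2r105 with 626, Tas2r138 with 398 and Tas2r106 with 272. Tas2r118 stood at 130, Tas2r115 at 124, Tas2r136 at 122 and Tas2r135 at 60 normalized counts. Together the Tas2r genes stood at 593.8 per M normalized counts, of which Tas2r108 gave 57.4% and Tas2r126 gave 12.6%. Tas2r110 was at 37 normalized counts, and the other Tas2r genes at 3 or less. Of the Tas2r pseudogenes, Tas2r145-ps3 stood at 147, Tas2r141-ps4 at 55 and Tas2r142-ps5 at 52 normalized counts. The authors excluded reads that aligned to several places, so transcripts with near-identical copies can be under-counted.
The cluster lies on the plus strand of chromosome 6 of GRCm38. Tas2r143 extends from 42400238 to 42401119, Tas2r135 from 42405434 to 42406526 and Tas2r126 from 42434535 to 42435464. Each gene has 1 exon, and the coding sequences hold 879, 963 and 924 bases. From the start codon of Tas2r143 to the stop codon of Tas2r126 the region measures 35.2 kb, and the annotation has 0 other genes within it.

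**Figure D1:**
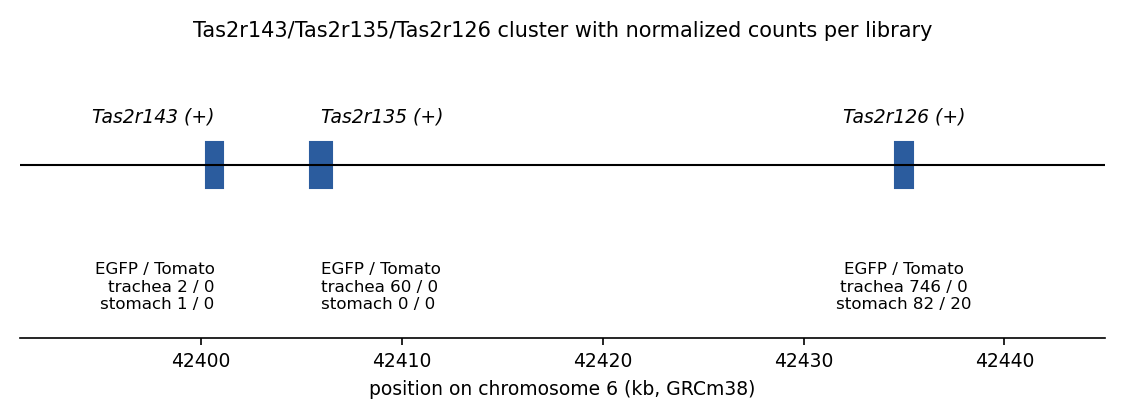
Map of the cluster on chromosome 6, with position in kb of GRCm38 on the horizontal axis, the 3 genes as boxes drawn to scale and their normalized counts in the EGFP and Tomato libraries of each tissue written under them. Tas2r126 has the highest value of the cluster in the trachea, with 746 normalized counts in the EGFP library.

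From the ratios in Figure 3C, the paper concludes that the EGFP-positive cells of the trachea express Tas2r135 and Tas2r126 along with receptors outside the cluster.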

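Genes of taste transduction were higher as a group in the EGFP-positive cells of the trachea, with 12 of the 14 measured genes higher and 0 lower. Gnat3, the G protein subunit gustducin, was at 13865 normalized counts in EGFP-positive cells and 524 in Tomato-positive cells, and its partner Gng13 was at 5721 and 78. Plcb2, the phospholipase downstream of taste receptors, was at 1575 and 358, a ratio of 4.39 (95% interval 3.92 to 4.93, exact binomial on estimated reads). Trpm5, the cation channel that depolarizes taste cells, was at 21065 and 265. Itpr3, the calcium release channel of the same cascade, was at 1032 and 142. Gnb3 reached 103352 normalized counts in EGFP-positive cells and 3053 in Tomato-positive cells. Rgs21 with 1167, Tas1r3 with 2396, Calhm1 with 570 and Calhm3 with 638 normalized counts were listed at 0 in Tomato-positive cells. Gnb1 and Gnai2, G protein subunits that many cells use, were called neither higher nor lower, at 148833 against 99109 and at 1148 against 1225 normalized counts. The median log2(EGFP/Tomato) of the list was 4.90, at percentile 100.0 among 10000 random lists of the same size and mean expression.
Chat, the enzyme of acetylcholine synthesis, was at 1137 normalized counts in EGFP-positive cells and 162 in Tomato-positive cells, a ratio of 7.03 (95% interval 6.0 to 8.26). The cytokine gene Il25 was at 4608 normalized counts in EGFP-positive cells and listed at 0 in Tomato-positive cells. Tslp was at 192 and 17 normalized counts, a ratio of 11.28 with a 95% interval of 7.05 to 18.89 that rests on about 21 reads in the Tomato library.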

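Of 24 measured tuft cell genes, 22 were higher in the EGFP-positive cells of the trachea and 0 were lower. Dclk1 was at 6888 normalized counts in EGFP-positive cells and 86 in Tomato-positive cells, a ratio of 80.3. Ptgs1, the cyclooxygenase of tuft cells, was at 5977 and 591, and the transcription factor Pou2f3 at 4148 and 300. Avil, which encodes the actin-binding protein advillin, was at 19477 and 107. Cd24a and Hmx2 were called neither, although both passed the rule at the same total. Gfi1b and Siglecf were listed at 0 in both libraries. For the whole list the median was 5.62, with the same percentile of 100.0 among random lists. The list includes the tuft cell markers that the paper plots, whose bars had been seen. Other lists of both tissues also hold plotted genes. Examples are Gnat3, Plcb2 and Trpm5 for taste transduction, Krt5 and Trp63 for basal, Cyp2f2 for club and Gif for chief cells. The percentiles of these lists are thus not independent of the paper's figures.
Markers of the other epithelial cells of the trachea were mostly lower. All 10 club cell genes were lower. Among them, Cyp2f2 was at 8937 normalized counts in EGFP-positive cells and 337775 in Tomato-positive cells, and Scgb1a1 at 5753 and 59071. Sftpd, at 1378 and 7970, was no longer called at the same total. Of 9 basal cell genes 8 were lower, with Krt5 at 109 and 18168, Trp63 listed at 0 against 1143 and Pdpn at 517 against 21192. Of 6 goblet cell genes 5 were lower, with Muc5b at 105 and 2442 normalized counts. The median log2(EGFP/Tomato) was -4.65 for club, -6.23 for basal and -4.69 for goblet cell genes. These medians were at percentiles 0.03, 0.03 and 1.76 of their random lists. With a minimum of 500 normalized counts the goblet cell list moved to percentile 3.79, above the 2.5th percentile. Of 4 neuroendocrine genes, Calca and Snap25 were lower, listed at 0 against 287 and 362. Scg5 was higher, at 338 and listed at 0 in Tomato-positive cells. Of 10 ciliated cell genes 6 were lower and 0 were higher, with Dnah5 listed at 0 against 1906. Tuba1a was at 6967 and 1838 normalized counts, a log2(EGFP/Tomato) of 1.92, just under the rule of size, which it passed at the same total with 2.5. The medians of the ciliated and neuroendocrine lists, -3.23 and -3.19, were at percentiles 3.19 and 23.75 of their random lists.
Markers of cells outside the epithelium went both ways. Myeloid cell genes were lower for 12 of 13 and fibroblast genes for 10 of 10. Such transcripts were thus in the Tomato library although its sort was gated on EpCAM, with Dcn at 19397 and H2-Aa at 8389 normalized counts. Their source was not tested. Of 5 measured B and plasma cell genes 4 were higher, among them Igkc with 12790 normalized counts in EGFP-positive cells and 948 in Tomato-positive cells. Tomato-positive cells are a mixture of cell types, so each ratio sets the EGFP-positive cells against that mixture.

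**Figure D2:**
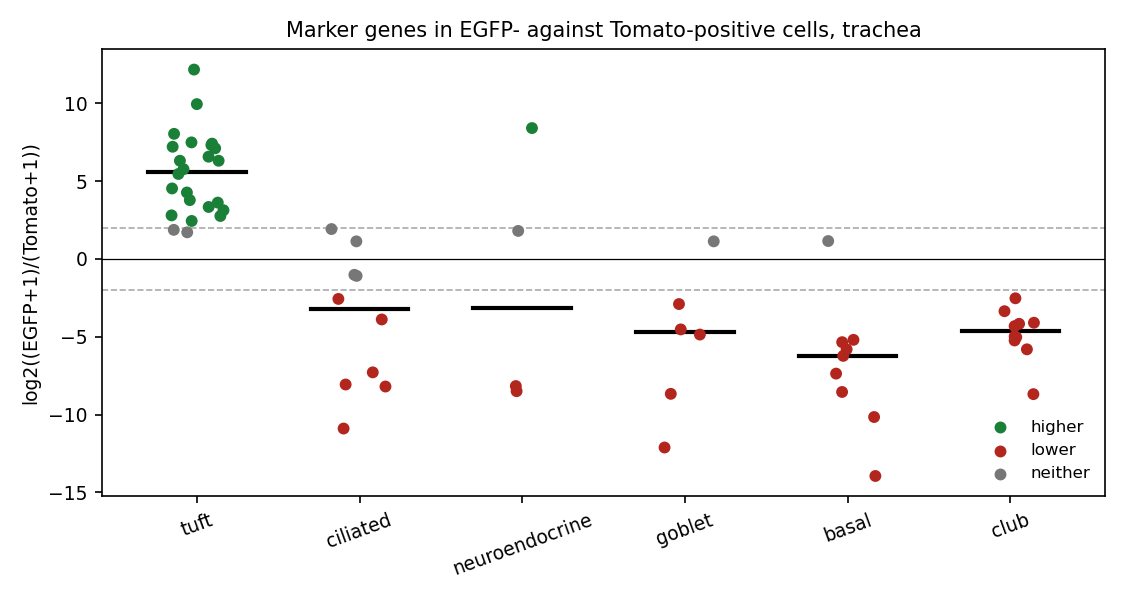
Points are genes of each cell type list in the trachea, with log2((EGFP+1)/(Tomato+1)) of normalized counts on the vertical axis, 1 library per sort, colored by whether they were called higher, lower or neither. Bars are list medians and dashed lines the rule of size at 2 and -2, and 22 of the 24 tuft cell genes lie above it, while the club cell genes all lie under -2.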

Besides *Dclk1*, EGFP-positive cells highly expressed tuft cell markers *Ptgs1* and *Pou2f3* (Gerbe et al., 2016; von Moltke et al., 2016) as well as the ciliated cell marker *Tuba1a*, which is also enriched in tuft cells (Bezencon et al., 2008), but showed poor expression of marker genes for neuroendocrine cells, goblet cells, basal cells and club cells (Kotton and Morrisey, 2014; Figure 3E).

**Figure 3:**
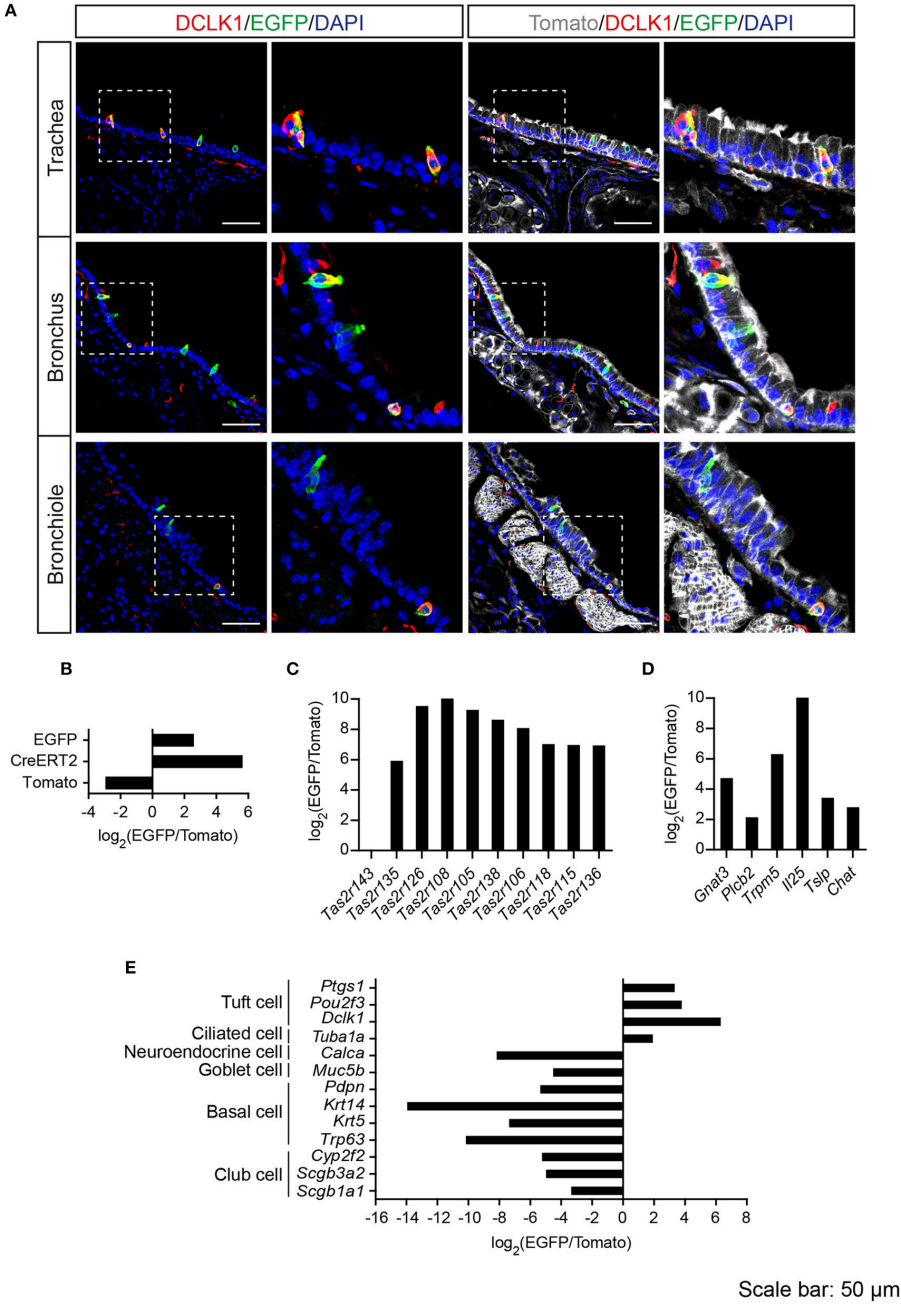
Analysis of *Tas2r143*-reporter mice in the lower respiratory tract. **(A)** Immunofluorescence staining of cryosections in the trachea, bronchus and bronchiole. EGFP-positive epithelial cells prominently colocalized with the tuft cell marker DCLK1. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Scale bars: 50 μm. **(B–E)** RNA-seq analysis of gene expression levels in purified EGFP-positive cells compared with Tomato-positive cells. The relative expression was calculated as log_2_(EGFP/Tomato). EGFP- and Tomato-positive cells were isolated from the tracheas of the reporter mice (*n* = 3).

**Table 1:** Quantitative assessment of EGFP-positive epithelial cells in total epithelial cells (mean ± *SD*).

	**EGFP^+^/total epithelial cells (%)**
Trachea (*n* = 4)	3.9 ± 0.7
Stomach corpus (*n* = 4)	0.3 ± 0.1
Urethra (*n* = 3)	2.8 ± 0.7

**Table 2:** Coexpression analysis of EGFP-positive cells with tuft cell marker DCLK1 (*n* = 4, mean ± *SD*).

	**EGFP^+^DCLK1^+^/EGFP^+^ (%)**	**EGFP^+^DCLK1^+^/DCLK1^+^ (%)**
Trachea	88.5 ± 10.3	84.6 ± 2.4
Stomach corpus	100 ± 0.0	14.6 ± 4.8

### Expression of EGFP-positive cells in the gastrointestinal tract

Solitary chemosensory cells have been reported in the stomach and intestine (Chandrashekar et al., 2006; Finger and Kinnamon, 2011). Recently, these cells were shown to function as critical sentinels in the gut epithelium by promoting type II immune response (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016).

*Tas2r143*-reporter mice showed that EGFP-positive cells were clustered in the gastric groove, which is a tissue fold located at the boundary between fundus and corpus, and which is enriched by chemosensory cells (Eberle et al., 2013). EGFP-positive cells could also be detected in the epithelium of the corpus close to the gastric groove but rarely in other regions of the stomach (Supplementary Figure 3). EGFP-positive cells in both gastric groove and epithelium were to 100% colocalized with the tuft cell marker DCLK1 (Figure 4A; Table 2). In addition, EGFP-positive cells in the gastric groove were positive for α-gustducin and ChAT (choline acetyltransferase), the latter is indicating a cholinergic nature of these cells (Supplementary Figure 2). Quantitative assessment of the stomach corpus area showed that about 0.3% of total epithelial cells were EGFP-positive and about 15% of all DCLK1-positive tuft cells were EGFP-positive (Tables 1, 2). 

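EGFP-positive and Tomato-positive cells of the stomach were sorted, pooled from 3 mice and sequenced in the way described for the trachea, as 1 library per sort without a replicate, while the legend of Figure 4 gives n = 3. Normalized counts summed to 13.63 M in the EGFP library and 15.43 M in the Tomato library. Of all genes, 15163 were above 0 in the EGFP library and 16174 in the Tomato library. A single read was worth 0.786 and 0.816 normalized counts, so that about 17.3 and 18.9 M reads had been assigned to genes. The pair of libraries titled stomach was taken as stomach, because its log2(EGFP/Tomato) lay a median of 0.035 from the bars of Figure 4 and 1.625 from those of Figure 3.
Of the 11094 genes that reached the minimum in the stomach, 1639 were higher in EGFP-positive cells and 2487 were lower. The lower library stood at 2 or less for 1476 of these genes. With a minimum of 500 normalized counts the balance turned to 663 higher and 605 lower genes. A few genes took a large part of the Tomato library, in which the 10 highest genes held 37.9% of all normalized counts, against 21.2% in the EGFP library. The chitinase gene Chia1 alone reached 2055085 normalized counts in the Tomato library. Rescaling to the same total adds up to 0.18 to the log2(EGFP/Tomato) of a gene in the stomach.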

In order to test whether EGFP-positive cells express members of the bitter taste receptor cluster, we isolated mRNA from EGFP-positive cells purified from the stomachs of the reporter mice by FACS (Supplementary Figure 1) and performed RNA-seq analysis. The enrichment of EGFP-positive cells was confirmed by analyzing the expression of EGFP, CreERT2, and Tomato compared with Tomato-positive cells purified from the stomachs of the reporter mice (Figure 4B). 

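Tas2r126 was at 82 normalized counts in the EGFP-positive cells of the stomach and 20 in the Tomato-positive cells, about 104 and 25 reads. The ratio of 4.01 had a 95% interval of 2.57 to 6.47. Its log2(EGFP/Tomato) of 1.98 lay just under the rule of size, and it passed the rule with a pseudocount of 0.1 (2.03) and under each other scaling (2.03 to 2.16), but fell to 1.62 with a pseudocount of 10. Apart from Tas2r143, at 1 normalized count in EGFP-positive cells, every other Tas2r gene was listed at 0 in both libraries.
Of 11 measured genes of taste transduction, 5 were higher in EGFP-positive cells of the stomach and 1 was lower. Trpm5 was at 14548 normalized counts in EGFP-positive cells and 376 in Tomato-positive cells, a ratio of 38.67 (95% interval 35.26 to 42.51). Gnat3 was at 3685 and 473, and Gng13 at 2506 and 89. Plcb2 was at 438 and 15, a ratio of 29.81 with an interval of 18.68 to 50.67. Tas1r3 was at 271 normalized counts in EGFP-positive cells and listed at 0 in Tomato-positive cells. Itpr3 was called neither, at 260 and 256 normalized counts, a ratio of 1.02 with an interval of 0.87 to 1.19. Pde1a was lower, listed at 0 against 70 normalized counts. The median log2(EGFP/Tomato) of the list was 1.99, at percentile 99.8 of its random lists.
Chat was at 75 normalized counts in EGFP-positive cells and listed at 0 in Tomato-positive cells. The same held for Il25, at 359 normalized counts in EGFP-positive cells.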

EGFP-positive cells only expressed *Tas2r126* (Figure 4C) and demonstrated high expression levels of genes encoding proteins in the bitter taste transduction system (*Gnat3, Plcb2, Trmp5)*, acetylcholine synthesis (*Chat*; Roper, 2013) as well as the cytokine *Il25* responsible for type II immunity (Gerbe and Jay, 2016; Figure 4D). In addition to *Dclk1*, EGFP-positive cells highly expressed gastrointestinal tuft cell markers *Ptgs1, Pou2f3*, and *Gfi1b* (Gerbe et al., 2016; von Moltke et al., 2016), but showed poor expression of marker genes for enteroendocrine cells, Paneth cells, parietal cells, chief cells, isthmus cells, and pit cells (Quante and Wang, 2009; Stange et al., 2013; Figure 4E).

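Tuft cell genes were higher in the EGFP-positive cells of the stomach for 25 of the 26 measured genes, and 0 were lower. Dclk1 was at 33844 normalized counts in EGFP-positive cells and 2049 in Tomato-positive cells, a ratio of 16.52 (95% interval 15.87 to 17.2). Ptgs1 was at 11233 and 463, and Pou2f3 at 2484 and 105. The transcription factor Gfi1b was at 2547 and 158, a ratio of 16.09 with an interval of 13.91 to 18.69, and Siglecf, a sialic acid receptor of intestinal tuft cells, at 3384 and 99. Ascl2 was called neither, at 386 and 133 normalized counts. As a whole, the list had a median log2(EGFP/Tomato) of 4.19.
Enteroendocrine genes were lower for 10 of 12. Chga was listed at 0 against 88713 normalized counts in Tomato-positive cells, Ghrl was at 13 against 90866 and Gast at 15 against 31644. All 7 chief cell genes were lower, with Gif at 6994 and 89704 and Bhlha15, the gene of Mist1, at 73 and 324, which was not called at the same total (-1.96). Isthmus and cell cycle genes were lower for 9 of 13, with Ccnb2 at 8 and 478 and Mki67 listed at 0 against 538. Of 10 pit cell genes 6 were lower, among them Gkn1 at 55128 and 468388 and Muc5ac at 697 and 7567, but Tspan8 and Gcnt1 were higher, at 115166 and 25369 and at 2316 and 343. Of 5 mucous neck cell genes 4 were lower, with Tff2 at 1346 and 26179. Parietal cell genes went both ways, with 3 of 9 lower and 2 higher. Atp4a, a subunit of the proton pump, was called neither at 2102 and 4906, while Hgfac was higher at 2308 and 303. Of the Paneth cell genes only Lyz2 was measured, which myeloid cells also use, and it was listed at 0 against 5413 normalized counts.
The median log2(EGFP/Tomato) was -7.18 for enteroendocrine, -3.68 for chief, -3.54 for isthmus, -2.84 for pit, -2.46 for neck and -1.96 for parietal cell genes. All but the neck list, at percentile 3.51, lay under the 2.5th percentile of their random lists. Without a minimum the neck list did so as well, at percentile 2.22. With a minimum of 500 normalized counts the isthmus list moved to -1.34, at percentile 23.8.
All 6 measured B and plasma cell genes were higher. Immunoglobulin genes and Jchain made up 12.87% of the normalized counts of the EGFP library and 0.55% of the Tomato library. Lower were 12 of 13 myeloid, 7 of 8 mast cell and 10 of 10 fibroblast genes, with medians of -9.83, -8.33 and -6.47, while Cd74 and Kit were called neither. Here too the EpCAM-gated Tomato library held such transcripts, with Dcn at 7010 and Mcpt2 at 2435 normalized counts. How they entered that library was not tested.

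**Figure D3:**
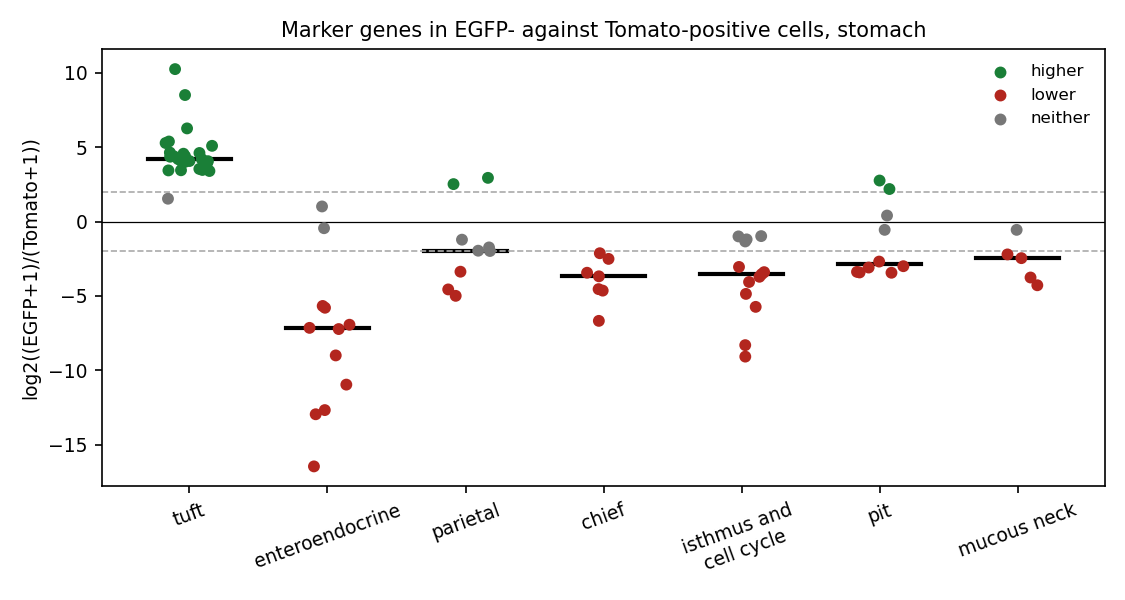
Points are genes of each cell type list in the stomach, with log2((EGFP+1)/(Tomato+1)) of normalized counts on the vertical axis, 1 library per sort, colored as higher, lower or neither. Bars are list medians and dashed lines the rule of size, and the tuft cell median of 4.19 stands against -7.18 for enteroendocrine genes, while parietal genes spread on both sides of 0.

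From the ratios in Figure 4E, the paper concludes that the EGFP-positive cells of the stomach express tuft cell markers highly and markers of the other gastric cell types poorly.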

**Figure 4:**
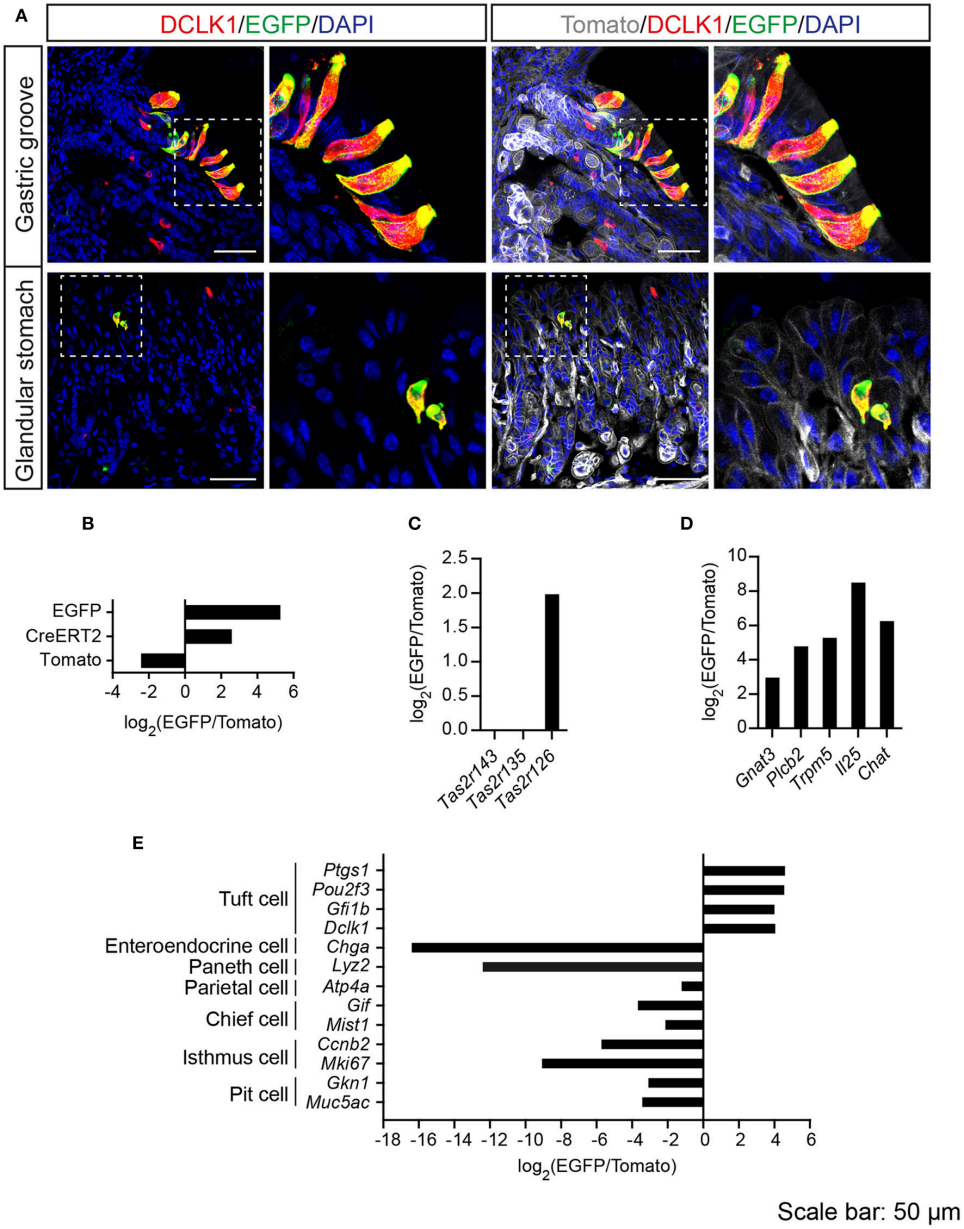
Analysis of *Tas2r143*-reporter mice in the stomach. **(A)** Immunofluorescence staining of stomach cryosections. EGFP-positive epithelial cells colocalized with the tuft cell marker DCLK1. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Scale bars: 50 μm. **(B–E)** RNA-seq analysis of gene expression levels in purified EGFP-positive cells compared with Tomato-positive cells. The relative expression was calculated as log_2_(EGFP/Tomato). EGFP- and Tomato-positive cells were isolated from the stomachs of the reporter mice (*n* = 3).

In the intestine, EGFP-positive cells were rarely found in the epithelium, but all of the EGFP-positive epithelial cells were DCLK1-positive. In addition, EGFP-positive cells were detected in the lamina propria of duodenum, jejunum, and colon, and the majority of these cells were positive for ChAT (Figure 5).

**Figure 5:**
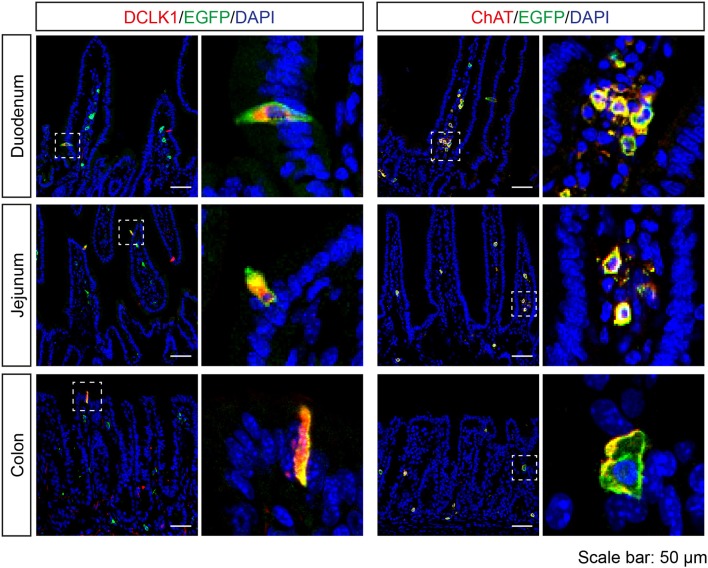
Expression analysis of *Tas2r143*-reporter mice in the intestine. Immunofluorescence staining of cryosections from the duodenum, jejunum, and colon. EGFP-positive cells were detected in the epithelium and lamina propria. EGFP-positive epithelial cells were positive for tuft cell marker DCLK1. EGFP-positive cells in the lamina propria were positive for ChAT. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Scale bars: 50 μm.

### Expression of EGFP-positive cells in the epithelium of other organs

Since *Tas2r143*-reporter mice showed EGFP-positive cells in the epithelium of airways and the gastrointestinal tract, we investigated the epithelium in other organs and found obvious EGFP expression in the urethra, vagina and cervix. In the transitional epithelium of the urethra, EGFP-positive cells appeared to be in all layers of the epithelium and a subset of cells colocalized with mitotically active basal epithelial cell marker K5 or terminally differentiated epithelial cell marker K10. Quantitative assessment from the imaging showed that about 3% of total epithelial cells were EGFP-positive in the urethra (Table 1). In the vagina and cervix, which are lined by stratified squamous epithelium, the majority of EGFP-positive cells were found in the K5-positive mitotically active basal epithelial layer, and a small fraction of cells colocalized with terminally differentiated epithelial cell marker K10 (Figure 6).

**Figure 6:**
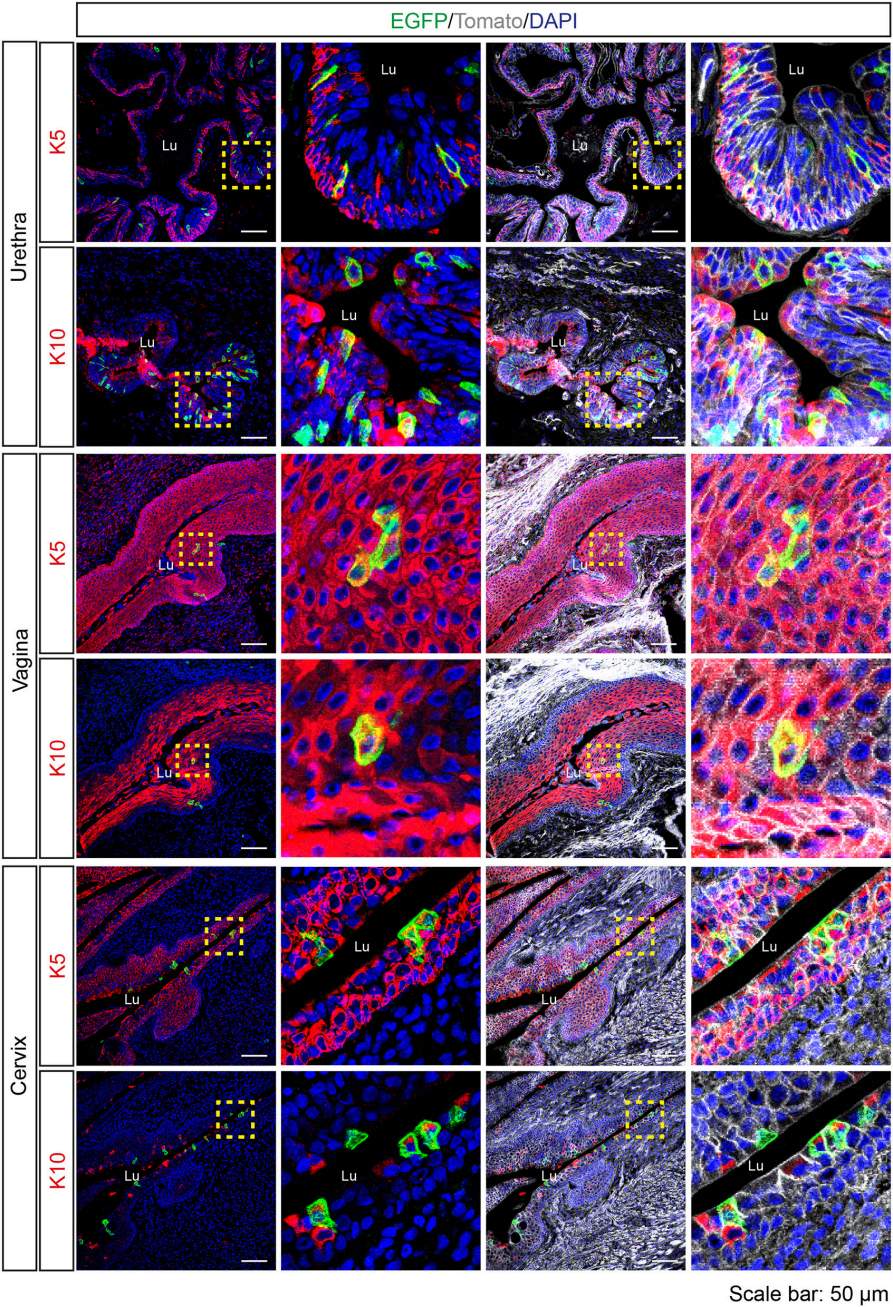
Expression analysis of *Tas2r143*-reporter mice in the urethra, vagina and cervix. Immunofluorescence staining of urethra, vagina, and cervix cryosections. EGFP-positive cells were detected in the epithelium. Mitotically active epithelial cells were stained by anti-K5 antibody. Terminally differentiated epithelial cells were stained by anti-K10 antibody. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Lu, lumen. Scale bars: 50 μm.

### Expression of EGFP-positive cells in the thymus and heart

Cortical and medullary thymic epithelial cells coordinate the development and repertoire of T cells in the thymus (Abramson and Anderson, 2017). Recently, cholinergic chemosensory cells have been reported in the thymus in ChAT- and *Tas2r131*-reporter mice (Panneck et al., 2014; Soultanova et al., 2015). Also in *Tas2r143*-reporter mice, EGFP-positive cells were detected in the thymus. These cells localized in the thymus medulla, but were negative for K5 and the T cell marker CD3. EGFP-positive cells in the thymus medulla were positive for ChAT and partially colocalized with cortical epithelial cell marker K18 and terminal differentiated epithelial cell marker K10 (Figure 7).

**Figure 7:**
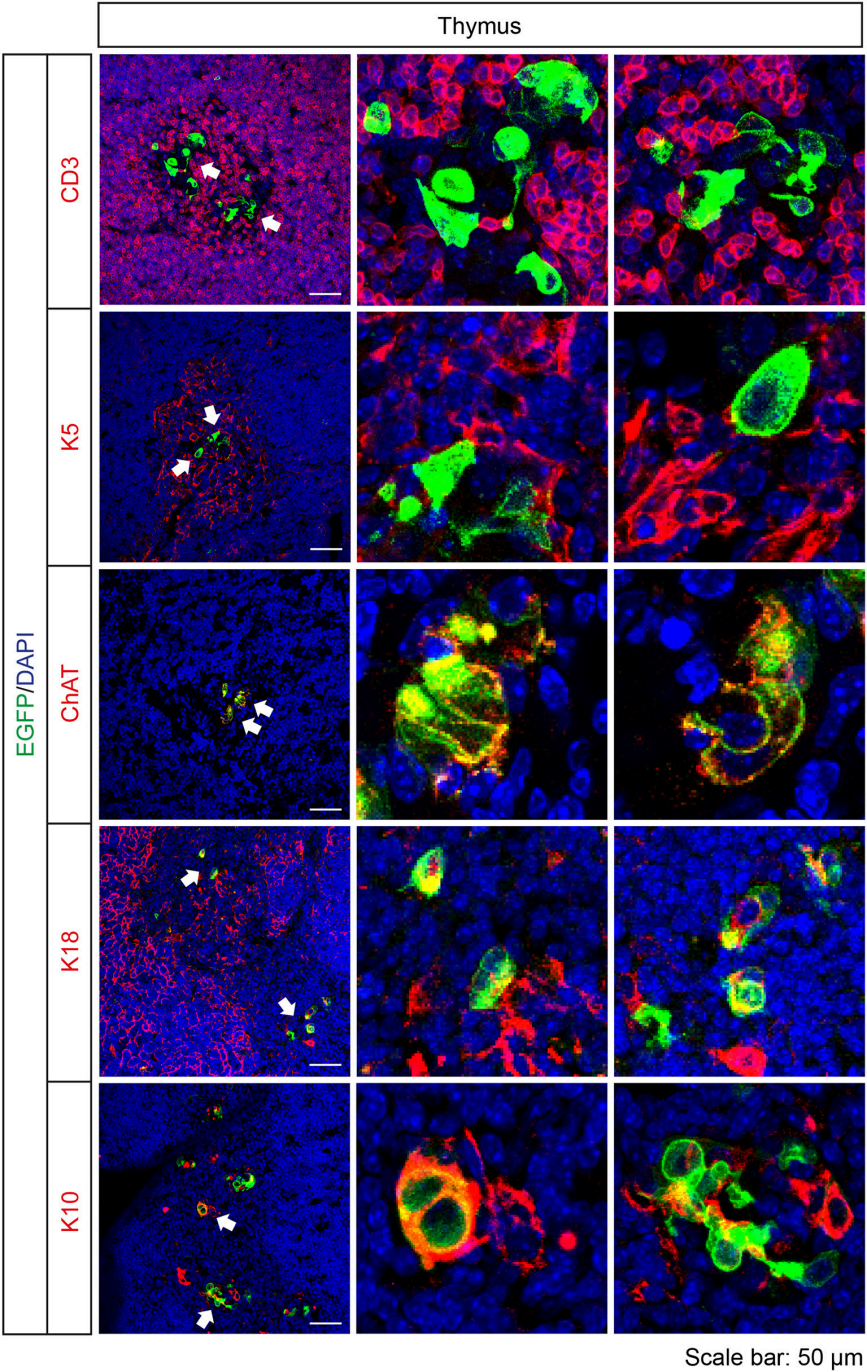
Expression analysis of *Tas2r143*-reporter mice in the thymus. Immunofluorescence staining of thymic cryosections. T cells were stained by anti-CD3 antibody. Medullar region of the thymus was marked by medullary thymic epithelial cells stained by anti-K5 antibody. Cortical region of the thymus was marked by cortical thymic epithelial cells stained by K18 antibody. EGFP-positive cells could be stained by an anti-ChAT antibody and partially colocalized with K18 and terminally differentiated epithelial cell marker K10. Nuclei were counterstained with DAPI. Arrows indicate enlarged areas. Scale bars: 50 μm.

A previous study (Foster et al., 2013) and our NanoString analysis suggested *Tas2r143/Tas2r135/Tas2r126* expression in the heart. Interestingly, EGFP-positive cells were detected in cardiac blood vessels in *Tas2r143*-reporter mice. These cells were adjacent to endothelial cells marked by CD31, and were positive for αSMA, indicating that these cells were vascular smooth muscle cells (Figure 8). Quantitative assessment from the imaging showed that 47 ± 6% (*n* = 5, mean ± *SD*) of cardiac muscularized vessels contained EGFP-positive cells.

**Figure 8:**
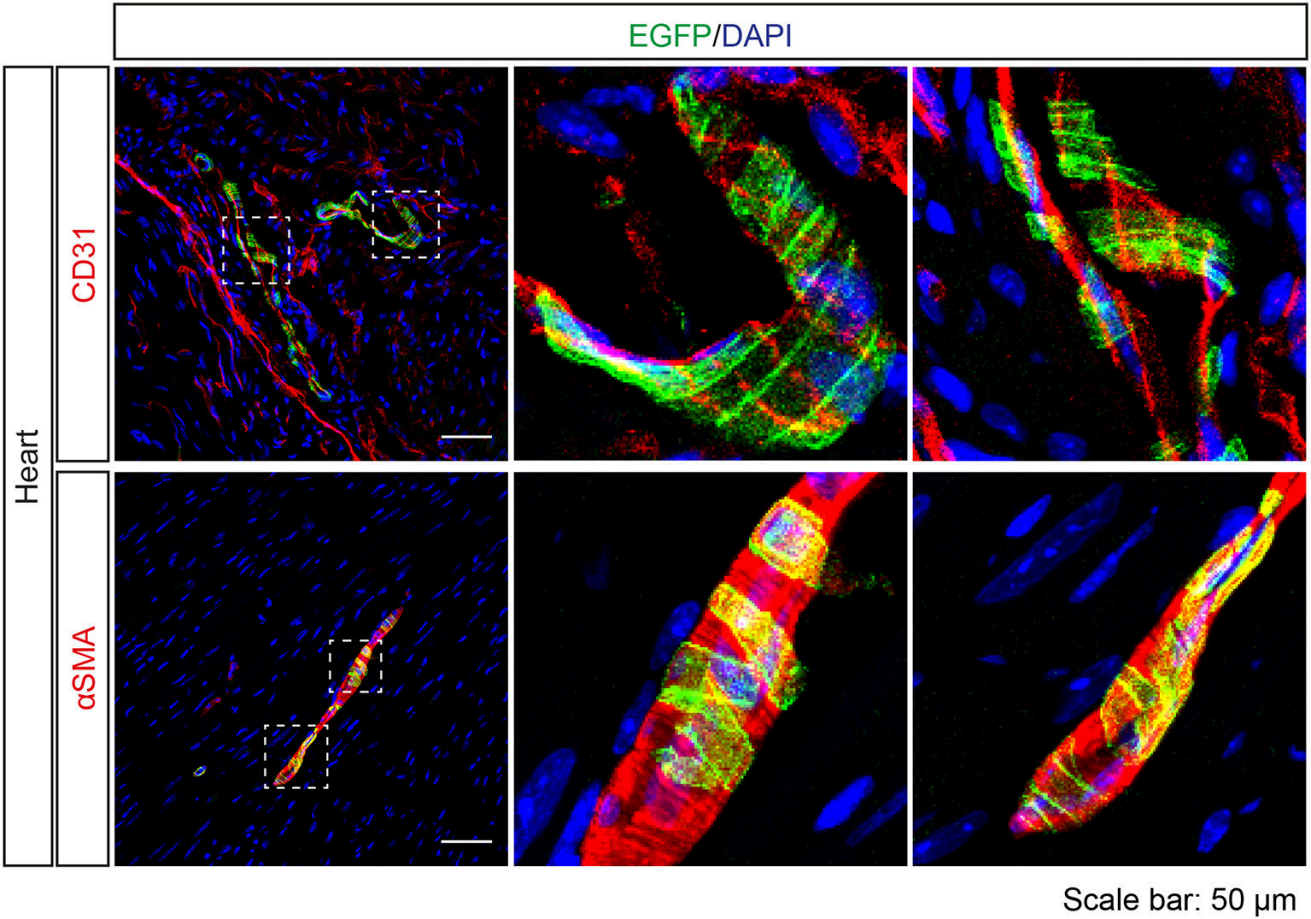
Expression analysis of *Tas2r143*-reporter mice in the heart. Immunofluorescence staining of heart cryosections. EGFP-positive cells were detected in a subset of blood vessels in the heart. EGFP-positive cells were adjacent to endothelial cells, stained by anti-CD31 antibody, and were costained with the vascular smooth muscle cell marker αSMA. Nuclei were counterstained with DAPI. Squares indicate enlarged areas. Scale bars: 50 μm.

## Discussion

The mouse bitter taste receptor genes *Tas2r143, Tas2r135*, and *Tas2r126* cluster on chromosome 6. Similarly, rat and human orthologs of these genes cluster on chromosome 4 and 7, respectively, indicating that the *Tas2r143*/*Tas2r135*/*Tas2r126* cluster is evolutionarily conserved. NanoString analysis showed expression of all three bitter taste receptors in murine hearts, which confirms previous reports indicating that *Tas2r143, Tas2r135*, and *Tas2r126* are transcribed under a common regulatory element most likely upstream of *Tas2r143* (Foster et al., 2013, 2015). Consistent with this, all cell populations, in which we detected activity of the *Tas2r143* promoter, showed expression of at least one of these receptors. RNA-seq analysis showed that EGFP-positive cells from the trachea expressed *Tas2r135*/*Tas2r126* and those from the stomach expressed *Tas2r126*, while real-time qPCR demonstrated *Tas2r143*/*Tas2r135*/*Tas2r126* expression in the tongue epithelium, which is consistent with a previous study (Lossow et al., 2016). 

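Tas2r126 was the member of the cluster with the highest value in EGFP-positive cells of both the trachea and the stomach. Tas2r135 was seen in the trachea only, with about 37 reads, and was listed at 0 in both libraries of the stomach. Across the whole family, the stomach EGFP library held 6.1 Tas2r counts per M normalized counts. Of the 9 Tas2r genes above the minimum in the trachea, 8 were listed at 0 in the stomach. Tas2r126 made up 98.8% of the Tas2r signal of the stomach EGFP library. With 1 library per sort and tissue, the difference between the tissues was not tested, and the tongue epithelium, which was measured by real-time qPCR, was not analysed here. From the receptors detected in each tissue, the paper states that every cell population with activity of the Tas2r143 promoter expressed at least 1 receptor of the cluster.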

Regulation of gene clusters has been intensively studied and expression of cluster members can be temporally and spatially regulated. For instance, members of Hox clusters are differentially expressed along the anteroposterior axis during development (Mallo and Alonso, 2013). Accordingly, it is conceivable that the divergent expression of *Tas2r143*/*Tas2r135*/*Tas2r126* in the trachea, stomach, and tongue was due to tissue-specific-transcriptional regulations. However, we cannot exclude the possibility that *Tas2r143* was expressed at very low levels in the trachea and stomach, therefore escaping the detection by RNA-seq.

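Tas2r143 was close to the detection limit of these libraries. In the EGFP-positive cells of the trachea it stood at 2 normalized counts, which corresponds to about 1 read, and the stomach value likewise came to about 1 read. It was listed at 0 in both Tomato libraries. A floor of 3 reads amounts to 4.83 normalized counts, or 0.48 per M, in the EGFP library of the trachea and to 2.36, or 0.17 per M, in that of the stomach. Expression of Tas2r143 under these levels was not detectable at this depth. Tas2r104 and Tas2r137, which lie outside the cluster, had about 1 read each in the same trachea library.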

EGFP-positive cells were found in organs readily exposed to pathogens, including the respiratory, gastrointestinal, and urogenital tract. Importantly, the EGFP-positive cells in the epithelium of lower airways and gastrointestinal tract were identified as tuft cells. 

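Tuft cell genes were higher in EGFP-positive cells over both tissues. All 26 tuft cell genes tested had a positive mean log2(EGFP/Tomato), and 19 were higher at an adjusted p under 0.05 from limma (22 when adjusted over the list alone), with 0 lower. Lrmp, a membrane protein of the endoplasmic reticulum, had a mean log2(EGFP/Tomato) of 5.47 (standard error 0.54, adjusted p = 1.3e-20 from limma) and was higher in both tissues. Rgs13, a regulator of G protein signaling, had 5.08 (standard error 0.69, adjusted p = 1.4e-10 from limma), and Ptpn6, a tyrosine phosphatase, had 5.53. Of 15 genes of taste transduction 3 were higher (6 when adjusted over the list alone) and 0 lower. Club cell genes were lower for 5 of 10 (7 over the list alone) and basal cell genes for 3 of 9 (4 over the list alone), and every gene of these lists had a negative mean. Igha, Igkc and Jchain, genes of antibody-secreting cells, were also among the 10 genes with the smallest p, Igha with 7.92 (adjusted p = 5e-30 from limma). Among the genes with the smallest p in the other direction were Apoe at -6.44 and Dcn, a fibroblast gene, at -6.25.
The model had the tissue as a block and was fitted to 13023 genes, of which 121 were higher and 183 lower. With all libraries at the same total, 147 were higher and 135 lower, so which direction held more genes depended on the scaling. The model had 1 residual degree of freedom, and limma placed an infinite prior weight on the trend of spread over all genes, so these p-values rest on that trend and hardly on the spread of each gene. Without the tissue block 0 genes were called in either direction, and 776 had an unadjusted p under 0.05. With no minimum 0 genes were called as well, and with a pseudocount of 0.1 only 25 were higher and 19 lower.
Across the 8594 genes measured in both tissues, log2(EGFP/Tomato) of trachea and stomach had a Pearson correlation of 0.32 and a Spearman correlation of 0.25, where genes are not independent replicates. Of these genes 442 were higher in both tissues, against 223.1 for independent lists, and 827 were lower in both, against 405.6.

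**Figure D4:**
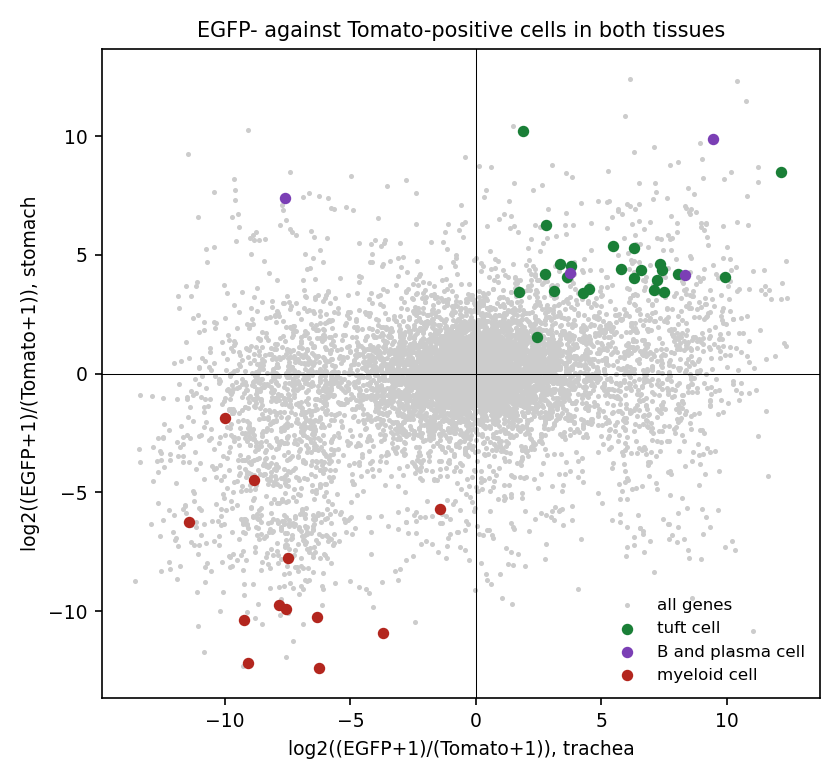
Each point is 1 of 8594 genes, with log2((EGFP+1)/(Tomato+1)) of normalized counts in the trachea on the horizontal and in the stomach on the vertical axis, 1 library per sort and tissue. All 24 tuft cell genes plotted lie above 0 on both axes, myeloid cell genes lie under 0 on both, and of 4 B and plasma cell genes Ighm lies under 0 in the trachea only.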

Tuft cells were initially found in the trachea and stomach by their unique ultrastructural morphology with a “tuft” of microvilli projecting into the lumen (Jarvi and Keyrilainen, 1956; Rhodin and Dalhamn, 1956). Later they were characterized as chemosensory cells since they expressed proteins of the downstream taste signaling cascade, including α-gustducin (Hofer et al., 1996) and TRPM5 (Kaske et al., 2007). The function of tuft cells was rather unclear until three studies recently demonstrated that tuft cells initiated type II immune response by secreting the cytokine IL25, IL33, and TSLP (thymic stromal lymphopoietin) following parasite infections in the murine intestine (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016). These studies raise the hypothesis that tuft cells could directly sense microbes in the intestine through bitter taste receptors (Gerbe and Jay, 2016). 

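Beside Il25, Il17rb was higher in EGFP-positive cells of both tissues, Ccl20 and Cxcl16 were lower in both, and Tslp and Il18 were higher in the trachea and lower in the stomach, a difference that was not tested. In the trachea 5 of 10 measured genes of this list were higher in EGFP-positive cells and 2 were lower. Il17rb, the receptor of IL25, was at 985 normalized counts and listed at 0 in Tomato-positive cells, Il18 was at 390 against 1, and Il4ra, a receptor chain for IL4 and IL13, at 1259 against 253. The chemokine genes Ccl20 and Cxcl16 were lower, listed at 0 against 5491 and at 2 against 2890. In the stomach 3 of 15 genes were higher and 9 lower. Il17rb was at 819 against 48 and Il13ra1 at 7037 against 1431, whereas Tslp was lower at 1 against 60, Il18 at 194 against 1373, Il33 at 163 against 769, Cxcl16 at 79 against 2214 and Ccl20 at 11 against 51, a call that ended under TMM, at the same total and with a pseudocount of 10. Il33 was listed at 0 in both libraries of the trachea. Il4, Il5 and Il13 did not reach 50 normalized counts in the EGFP library of either tissue. As a median over the list, log2(EGFP/Tomato) was 0.44 in the trachea, at percentile 79.92 of its random lists, and -2.23 in the stomach, at percentile 1.62. With a minimum of 500 the stomach median turned to 0.38 over 7 genes, at percentile 62.76.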

Interestingly, EGFP-positive cells from our reporter mice expressed *Il25* in the trachea and stomach, indicating that members of the *Tas2r143*/*Tas2r135*/*Tas2r126* bitter taste receptor cluster may be able to sense microbial factors or other external stimuli and initiate type II immune response. In the respiratory system, activation of bitter taste receptors has been suggested to be related to innate immunity (Lee and Cohen, 2014; Lu et al., 2017). Bitter taste receptors were suggested to protect human airways against inhaled noxious irritants by increasing ciliary beating (Shah et al., 2009) or against microbes such as *P. aeruginosa* by regulating NO production, which resulted in stimulation of mucociliary clearance and direct antibacterial effects (Lee et al., 2012). In addition, bacterial quorum-sensing molecules and bitter compounds were shown to activate solitary chemosensory cells to release acetylcholine in murine airways, which triggers trigeminal reflex, leading to neurogenic inflammation responses (Saunders et al., 2014) and drop of the respiratory rate (Tizzano et al., 2010; Krasteva et al., 2012). Consistent with the role of bitter taste receptors in these cells, ChAT-positive epithelial cells were shown to express *Tas2r105* and *Tas2r108* as well as taste-signaling related proteins in the trachea, and such cells were suggested to trigger trigeminal reflex to depress the respiratory rate in response to bitter compounds (Krasteva et al., 2011). These studies suggested a protective role of bitter taste receptors in response to microbes by initiating the acetylcholine-mediated neurogenic inflammation or respiratory control to prevent further inhalation of irritants or microbes (Lu et al., 2017). 

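Beside Chat, few genes of acetylcholine handling were higher in EGFP-positive cells. In the trachea 2 of 4 measured genes were higher and 0 lower, the other being Slc44a4, a choline transporter-like protein, at 4715 normalized counts against 581. In the stomach 1 of 6 was higher and 3 were lower, Ache, Slc44a2 and Chrm1, with Slc44a2 at 85 against 709. Ache, listed at 0 against 53, was no longer called at the same total, where its Tomato value fell under the minimum of 50. Slc44a4 was at 1271 and 1056 normalized counts in the stomach. Slc5a7, the high-affinity choline transporter, and Slc18a3, the vesicular acetylcholine transporter, were listed at 0 in all 4 libraries. Over this list the median log2(EGFP/Tomato) was 1.89 in the trachea and -2.25 in the stomach, at percentiles 93.19 and 11.66 of their random lists. Without a minimum the stomach list moved to -2.58, at percentile 2.43, and stood apart.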

Intriguingly, EGFP-positive cells from our reporter mice also expressed ChAT in the trachea and gastrointestinal system. We therefore speculate that the *Tas2r143/Tas2r135/Tas2r126* cluster can be functionally related to innate immune response in various sensory cells of the respiratory and gastrointestinal epithelium.

In the epithelium of urogenital tract, EGFP-positive cells were detected in the urethra, vagina as well as the cervix. Noteworthy, a previous study showed that chemosensory cells were restricted to the epithelium of urethra in the urinary tract (Deckmann et al., 2014), which would be consistent with our observation. EGFP-positive cells were found in the K5- and K10-positive epithelial layers. K5/K14 are major keratins of proliferative basal keratinocytes and K1/K10 are major keratins of postmitotic keratinized keratinocytes (Moll et al., 2008). Interestingly, immunostainings showed expression of TAS2R1 and TAS2R38 in the epidermis of human skin (Wolfle et al., 2015) and expression of TAS2R38 in the amniotic epithelium, syncytiotrophoblast, and decidua cells in human placenta (Wolfle et al., 2016). The bitter compounds diphenidol and amarogentin, which can activate TAS2R38 and TAS2R1, respectively, stimulated the expression of keratinocyte differentiation markers K10, involucrin, and transglutaminase 1 in human primary keratinocytes and keratinocyte cell line HaCaT, suggesting that bitter taste receptors might play a role in keratinocyte differentiation (Wolfle et al., 2015).

In the thymus, EGFP-positive cells were found in the thymic medulla, in cells positive for ChAT and partially colocalized with the cortical epithelial cell marker K18 and K10, a marker for terminal differentiated epithelial cells. These observations were similar to previous studies analyzing co-expression of ChAT and Tas2r reporter, Tas2r131 (Panneck et al., 2014; Soultanova et al., 2015). Cortical and medullary thymic epithelial cells play a critical role in the positive and negative selection of T cells, respectively (Abramson and Anderson, 2017). Thymic terminal differentiated epithelial cells are developed from medullary thymic epithelial cells, forming the Hassall's corpuscles-like structures in mice (White et al., 2010). The function of cholinergic chemosensory cells in the thymus is so far unclear.

In the phylogenetic tree of human and murine bitter taste receptor genes, *Tas2r143, Tas2r135*, and *Tas2r126* were classified into the group of one-to-one ortholog genes, which was suggested to develop from gene duplication prior to the separation of primates and rodents, suggesting a conserved function in human and mice (Shi et al., 2003). Recently, 128 naturally occurring bitter compounds were screened on murine bitter taste receptors and cognate compounds for Tas2r135 and Tasr126 have been identified (Lossow et al., 2016). Tas2r135 was responsive to 11 tested bitter compounds and was specifically activated by acesulfame K, allylisothiocyanate and salicylic acid, while Tas2r126 was responsive to 7 bitter compounds and was specifically activated by arbutin, helicon, and D-salicin (Lossow et al., 2016). These findings suggest that Tas2r135 and Tas2r126 are broadly tuned receptors (Lossow et al., 2016). It is therefore possible that members of the *Tas2r143/Tas2r135/Tas2r126* cluster are capable of sensing particular pathogens. However, it is currently unknown whether and which pathogen-derived molecules can activate Tas2r143, Tas2r135, and Tas2r126. Thus, a comprehensive screening of pathogen-derived compounds could be helpful to identify pathogen recognition pattern of these bitter taste receptors, which could be of pathophysiological relevance in mice and human.

*Tas2r143/Tas2r135/Tas2r126* and other bitter taste receptors have previously been described to be expressed in the heart based on qPCR analysis (Foster et al., 2013). To understand the function of bitter taste receptors in hearts, agonists for Tas2r143, Tas2r108, and Tas2r137 were identified and tested in Langendorff-perfused mouse hearts (Foster et al., 2014). While agonists for Tas2r108 and Tas2r137 elicited negative inotropy in the murine heart, an agonist for Tas2r143 had no effect on heart contractility (Foster et al., 2014). Surprisingly, we did not find EGFP-positive cells in cardiomyocytes but only in vascular smooth muscle cells of about 47% of cardiac muscularized vessels. We don't know the reason for the discrepancy in Tas2r143/Tas2r135/Tas2r126 expression, but we assume this might be due to a contamination of cardiomyocyte preparations by vascular smooth muscle cells. Importantly, a previous study reported TAS2R46 and Tas2r143 expression in human and murine vascular smooth muscle cells, respectively, and showed that intravenous injection of the bitter compound denatonium, which can activate TAS2R46, led to a transient drop of blood pressure in rats (Lund et al., 2013). In addition, chloroquine, denatonium, dextromethorphan, noscapine, and quinine, which are agonists for TAS2R3, TAS2R4, TAS2R10, and TAS2R14, were demonstrated to induce strong endothelium-independent relaxations in pre-contracted guinea-pig aorta (Manson et al., 2014). Dextromethorphan was demonstrated to induce vasoconstriction in pulmonary artery smooth muscle through TAS2R1 (Upadhyaya et al., 2014). In addition, bitter taste receptors were detected in human and mouse airway smooth muscle as well as in human pulmonary artery smooth muscle (Deshpande et al., 2010; Zhang et al., 2013; Camoretti-Mercado et al., 2015; Jaggupilli et al., 2017) and bitter tastants were suggested to act as potent bronchodilators (Finger and Kinnamon, 2011; Lu et al., 2017). While these studies indicate a possible role of bitter taste receptors in regulating the smooth muscle tone, the role of Tas2r143, Tas2r135, and Tas2r126 in vascular smooth muscle cells of cardiac vessels remains unclear.

In conclusion, we have established and validated the *Tas2r143*-CreERT2 transgenic mouse line. By analyzing the *Tas2r143*-CreERT2; Rosa26^flox−mT−stop−flox−mG^ reporter mouse we could observe EGFP-positive cells distributed in multiple organs. A population of EGFP-positive cells was found in the epithelium of lower airways, the gastrointestinal tract, urethra, vagina, cervix, and thymus, and EGFP-positive cells were also detected in the lamina propria of the intestine and in muscularized vessels in the heart. These data further support the concept that bitter taste receptors serve functions in the epithelium as well as the vascular system in non-gustatory tissues.

## Author contributions

SLi, NW, and SO: Conceived and designed the experiments. SLi, SLu, RX, AA, and SG: Performed the experiments and analyzed the data. SLi: Wrote the paper, with critical input mainly from NW and SO. All authors read and approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

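Gene expression was measured by RNA-seq in EGFP-positive and Tomato-positive cells that were sorted by FACS from the trachea and the stomach of tamoxifen-treated Tas2r143-reporter mice. Cells were pooled from 3 mice for each sort and tissue, so the series holds 4 libraries and no replicates. Both sorts excluded dead cells, and the Tomato sort alone was restricted to EpCAM-positive cells.

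The authors trimmed reads with Reaper 13-100, aligned them to the mouse genome GRCm38 with STAR 2.4.0a and counted reads that overlapped exons of each gene with featureCounts 1.4.5-p1, leaving out reads that overlapped several genes or aligned to several places. The deposited signal is a normalized count, a read count per gene that the authors divided by a factor for each library and rounded to a whole number. How the factors were obtained is not given in the sources used here. Median-of-ratios factors over all 4 libraries lay between 0.9559 and 0.9613, so rescaling by the median of ratios hardly changes the values and tests little. Dividing by a factor sets the level of every gene of a library against the others, so it moves the log2(EGFP/Tomato) of all genes of a tissue in the same direction, and least where a library is near 0. The file lists 48709 genes, and 116 symbols stand on more than 1 line, for which the line with the highest sum was used. All 37 mitochondrial genes are listed at 0 in every library. The reporter transcripts EGFP, CreERT2 and Tomato were not analysed here.

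The worth of 1 read was estimated for each library from the gaps between the values 3 to 60, by the factor between 0.5 and 3 that best explained which whole numbers occur. On simulated factors the largest error was 0.004. Dividing by this worth gave estimated reads, and a floor of 3 reads was used as the detection limit. Whole reads could not be recovered for every gene because the values had been rounded, so no count model was run. For ratios of a few genes, 95% intervals were taken from the exact binomial distribution of the estimated reads.

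Sample labels name 1 tissue in the title and the other in the tissue field. The pairs were assigned by setting their log2(EGFP/Tomato) beside the bars of Figures 3 and 4, read by eye. The limit was 0.5 for the median difference, and no tissue marker was used for this. The bars show the authors' own values, so a match could not reveal libraries that were swapped before the figures were drawn. All statements on trachea and stomach depend on that assignment. Marker levels, which did not enter it, argue against exchanged tissues. In the Tomato libraries of trachea and stomach, the club cell gene Cyp2f2 was at 337775 and 69. The chief cell gene Pgc was at 2 and 992416 and the pit cell gene Gkn1 at 2 and 468388. Of the club, chief and pit cell lists, only Bpifb1, Lipf and Gcnt1 went the other way.

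In each tissue log2((EGFP + 1)/(Tomato + 1)) was calculated, and genes were called higher or lower from 4-fold on, with at least 50 normalized counts in the higher library. Single libraries allow no test across genes, so no p-value is given for these calls. On simulated libraries with the levels of the trachea (9701 genes) and of the stomach (10226 genes), the rule called 100% of genes raised 8-fold, 0% of genes raised 2-fold and 0 unchanged genes, with counting error as the only spread. In the measured libraries 8 of 55 genes of the core cell machinery, a list chosen after the data were seen, lay beyond 4-fold in the trachea and 1 in the stomach. Gene lists, 37 in number, covered the cell types of both tissues, cells that a sort without an EpCAM gate can hold, taste transduction, immune genes and signs of cell stress. For each list with at least 3 genes at the minimum, the median log2(EGFP/Tomato) was given with its percentile among 10000 random lists matched on mean expression in 20 bins, and percentiles under 2.5 or over 97.5 were taken as standing apart. Of simulated random lists, 4.5% stood apart by this measure.

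Over both tissues, limma (eBayes with trend, tissue as a block) was fitted to log2(normalized count + 1) of all 4 libraries for genes at 50 or more in at least 1 library, with Benjamini-Hochberg adjustment. On 12436 genes simulated with a spread of 1 between libraries on the log2 scale, limma found 10.3% of the genes changed by 2 on the log2 scale, 68.2% of those changed by 4 and 100% of those changed by 6, with 11 unchanged genes called. A single spread was simulated, whereas the measured ratios of both tissues had a Pearson correlation of only 0.32. These rates need not hold for the measured libraries. The 4 libraries of this series leave 1 residual degree of freedom.

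Genes are named in the text if the paper names or plots them, if they are taste receptor genes at 50 or more in any library, if they are among the 10 genes with the largest or the smallest log2(EGFP/Tomato) of a tissue at 200 or more normalized counts, if they are among up to 4 members of a list with the largest change past the rule of size, or if they are among the 10 genes with the smallest p in each direction from limma. Predicted genes were left out. Other members of lists are named as examples that were chosen after their values were seen. The values plotted in the paper were known when this rule was set.

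Alternatives were pseudocounts of 0.1 and 10, no minimum and a minimum of 500, thresholds of 2-fold and 16-fold, scaling by TMM, by the median of ratios and to the same total, and, for limma, no tissue block and each library left out in turn. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.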

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

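The tests of a shared immunoglobulin pool and of carried-over transcripts, and the lists of B-lineage genes and of core cell machinery, were chosen only after the results were seen, and the other tests were set before their own values were known.

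Immunoglobulin and plasma cell transcripts, which the paper does not discuss, stood far above the random lists in EGFP-positive cells, with a median log2(EGFP/Tomato) of 8.13 in the trachea and 5.09 in the stomach. In the stomach Igha was at 669648 normalized counts in EGFP-positive cells and 32337 in Tomato-positive cells, and 172 variable segments reached 50 against 20. A single pool of immunoglobulin RNA that reached both sorts is argued against, because only 6 of 79 variable segments (95% interval 2.8% to 15.8%) stood in the Tomato library within 4-fold of the ratio of the constant regions. B-lineage cells in the EGFP sort, which required EGFP but had no EpCAM gate, remain a candidate source in the stomach. Of 11 measured B-lineage genes other than immunoglobulin genes, 5 were higher (16.7% to 76.6%), namely Pou2af1, Tnfrsf17, Fcrl5, Eaf2 and Slamf7. The list was not split into B cell and plasma cell genes, so this share cannot decide on plasma cells alone. Cd22 and Cd72 were lower, and 7 of the 11 also reached 50 in the Tomato library. Whether B-lineage cells carried EGFP was not tested. In the trachea 0 of the 2 measured genes of that list were higher and both were lower, with Pou2af1, Tnfrsf17, Fcrl5, Cd79a and Mzb1 listed at 0, so the tracheal signal, which includes Cd79b and Pax5, stays without a tested source.

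Many genes used elsewhere were near 0 in the EGFP library of the trachea. Of the 3455 genes at 200 or more normalized counts in the other 3 libraries, 129 stood at or under that library's floor of 4.83. The counts were 68 of 3389 in the trachea Tomato library, and 15 of 3149 and 4 of 3104 in the stomach. In the trachea EGFP library 3 reads are listed as 5, above the floor, so genes at 3 reads are left out of the 129. In the other libraries 3 reads lie under the floor, so these counts and the percentages below do not share a cut-off. The lower depth of the trachea EGFP library could account for at most 21 of the 129, the most that thinning another library to its depth added. This lies between the bounds set for this test and leaves depth undecided. Applied to the trachea EGFP library itself at its own depth, the same procedure gave 140 instead of 129. That would be the count with genes at 3 reads included. Few starting molecules cannot be told apart from genes not in use, or from depth for that part, because losses fall with level under each: 6.5% of the genes at 200 to 400 in the other libraries were lost and 0.33% of those at 1600 or more, against 3.9% and 0.33% in the trachea Tomato library. That these cells do not use the genes also stays open, because 0 of 55 genes of the core cell machinery (proteasome, RNA polymerase II, splicing) were at 3 reads or fewer. The same core genes spread with an SD of 1.79 on the log2 scale between the sorts in the trachea and 0.77 in the stomach, so single tracheal genes listed at 0 may be losses as well as differences between cells.

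Transcripts of Tomato-positive cell types were present in the EGFP libraries and tuft cell transcripts in the Tomato libraries. Club cell genes stood in the trachea EGFP library at a median of 4.09% of their Tomato level (10 genes). In the stomach EGFP library, pit and chief cell genes stood at 9.59% (13 genes). Tuft cell genes stood in the stomach Tomato library at 5.46% of their EGFP level (21 genes). The stomach medians do not cover every measured gene of these lists. A fixed share of a whole library carried into the other is argued against, because abundant genes allow far smaller shares (upper 95% Poisson limit): at most 0.00923% in the trachea (Krt4), 0.00265% from Tomato to EGFP in the stomach (Chga, with Ghrl at 13 and Gast at 15 normalized counts) and 0.0221% from EGFP to Tomato (Igkv6-23, with Igkv12-46 at 0 and Iglc1 at 15). Of the genes at 10000 or more, 11 of 201, 6 of 131 and 3 of 164 lay under 10% of the share, and a bound on these counts, first 10 and then 3 genes, was dropped for the test on shares after they were seen, in which the lowest share of each list was tried first and left the EGFP to Tomato case unexcluded (Hmx2, a tuft cell gene, is itself at 0) before the median was taken. Low expression in the sorted cells, or a few cells of the other kind in a gate, may remain, and since the paper's imaging found most tuft cells of the stomach corpus EGFP-negative, tuft cells may have entered the Tomato sort of the stomach.

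Some genes went opposite ways in the tissues, which was not tested. Ighm had a log2(EGFP/Tomato) of -7.6 in the trachea and 7.38 in the stomach. Ncam1 had 9.67 and -4.1, Scg5 had 8.41 and -5.67, and Tslp had 3.42 and -4.93. Il18, chosen after its values were seen, had 7.61 and -2.82. Lists outside those of the paper also stood above their random lists. The list of tuft cytoskeleton and microvilli had a median of 1.07 in the trachea, at percentile 99.01, with 3 of 13 measured genes higher and 1 lower. Krt8, Krt18 and Tuba1a, called neither there, passed the rule at the same total. In the stomach this list stood at percentile 94.02 and did not stand apart. With a minimum of 500 it did, with a median of 1.97 at percentile 99.81. In the stomach, ciliated cell genes had a median of 3.5 over 3 measured genes, of which Tuba1a and Rsph1 were higher, and eicosanoid synthesis had a median of 1.57, at percentile 99.58, and neither list stood apart without a minimum.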

How the results depend on the processing

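The balance of higher and lower calls turned over in the trachea at the same total, in the stomach with a minimum of 500, and in limma at the same total and with a pseudocount of 0.1. For the named genes, 1626 of 1694 comparisons in the trachea and 1619 of 1694 in the stomach stayed on the same side of the rule of size. Many of these genes were named because of a large change, which favours that outcome. Scaling by TMM or the median of ratios shifted log2(EGFP/Tomato) by at most 0.08, so these settings test little. The assignment of tissues held under both of its alternatives. Counts of genes moved where the rule itself was changed. With a minimum of 500 normalized counts, 1162 genes were higher and 1459 lower in the trachea, and 663 and 605 in the stomach, since fewer genes were tested. Without a minimum, 2737 were higher and 4236 lower in the stomach. A 16-fold threshold left 1684 higher in the trachea, and 698 higher and 1419 lower in the stomach, and a 2-fold threshold gave 2882 higher in the stomach. Some lists no longer stood apart with a minimum of 500, which leaves fewer genes in them. These were goblet cell in the trachea (-4.69, percentile 3.79), and isthmus (-1.34) and type 2 cytokines and receptors (0.38) in the stomach. Without a minimum 3 lists instead of 5 stood above their random lists in the stomach. Ciliated cell (-0.74, percentile 30.42) and eicosanoid synthesis (0.64, percentile 90.86) no longer did, for which the cause was not tested. On the low side, antimicrobial proteins in the stomach (-1.0, percentile 4.85) no longer stood apart. Other lists came to stand apart on the low side without a minimum. In the stomach these were acetylcholine handling (percentile 2.43), mucous neck (2.22), tracheal basal (0.42) and club cell (0.28). In the trachea they were pattern recognition (1.57), isthmus (1.1) and mast cell (0.99). Of the Tas2r genes, 1 (Tas2r126) was called higher in the stomach with a pseudocount of 0.1 and also 1 at the same total, instead of 0, and Tas2r126 passed under TMM and the median of ratios as well. Pearson and Spearman correlations of both tissues were 0.42 and 0.31 with a minimum of 500. At the same total the split of calls became 3187 higher and 2862 lower in the trachea instead of 2651 and 3411. Some genes called neither changed sign there, among them Ckb, Ffar4, Jun, Junb and Gnai2.

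The limma result depends most on the processing. With no tissue block, and again with no minimum, 0 genes were higher and 0 lower, a pseudocount of 0.1 gave 25 and 19, and a minimum of 500 gave 89 higher and 104 lower, whose causes were not tested. At the same total the split was 147 higher and 135 lower instead of 121 and 183. Leaving out each library in turn, without the block, gave 0 to 0 higher and 0 to 715 lower, the 715 without the trachea Tomato library, which shared 4 with the 183. The tissue block of limma pairs the EGFP and the Tomato library of each tissue, and within a single tissue there is only 1 such pair. Count models were not run, because whole reads could not be recovered from rounded values. The EGFP library of the trachea, with about 6.2 M assigned reads, sets the weakest detection limit.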

Differences from the paper's values

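Of the bars read by eye, 26 of 29 in Figure 3 and 20 of 21 in Figure 4 matched the values calculated here within the precision of reading. Tas2r143 had a log2(EGFP/Tomato) of 1.58 in the trachea and 1.00 in the stomach, where the paper's bars stand at about 0 in Fig. 3C and about 0 in Fig. 4C, read by eye. These values rest on about 1 read each, and they differed from the paper's under all alternatives of pseudocount and scaling set before the data were examined, with the closest at 0.26 and 0.14 under a pseudocount of 10. Tas2r108 had 11.73 in the trachea, where the paper's bar reaches about 10 in Fig. 3C, read by eye. Il25 had 12.17 in the trachea, where the paper's bar reaches about 10 in Fig. 3D, read by eye. Both bars end at the top of their axis, so the readings of about 10 may be lower bounds of the paper's values. Both genes were listed at 0 in the Tomato library, so the pseudocount sets the values given here and neither is an exact ratio. With the same pseudocount, the other plotted receptors of the trachea matched within the precision of reading, apart from Tas2r143. For Tas2r108 and Il25, none of the alternatives set before the data were examined gave the reading of about 10. These were pseudocounts of 0.1 and 10, and scaling by TMM, by the median of ratios and to the same total. A pseudocount of 10 gave 8.41 for Tas2r108 and 8.85 for Il25.

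The paper states a minimum of 28 M reads per library, while the lowest library here, the EGFP library of the trachea, held an estimated 6.2 M reads assigned to genes. The paper counts sequenced reads and the estimate counts assigned reads, so the numbers are not on the same scale, and no alternative set before the data were examined applies to them.

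The paper names Tas2r126 as expressed in the stomach. Its log2(EGFP/Tomato) of 1.98 matched the paper's bar within the precision of reading but fell just under the rule of size, which the paper does not use. Tas2r126 passed the rule with a pseudocount of 0.1 (2.03), under TMM (2.06), under the median of ratios (2.03) and at the same total (2.16), and did not with a pseudocount of 10 (1.62).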

Other observations

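Alox5, Alox5ap and Ltc4s, genes of leukotriene C4 synthesis, were higher in EGFP-positive cells of both tissues, whereas Lta4h, the leukotriene A4 hydrolase, was lower in the trachea at 23 normalized counts against 278 and called neither in the stomach at 425 against 1075. Alox5, the 5-lipoxygenase, was at 11771 normalized counts against 147 in the trachea and 18046 against 937 in the stomach, its activating protein Alox5ap at 7462 against 1098 and 16819 against 919, and Ltc4s, the leukotriene C4 synthase, at 7363 against 27 and 8054 against 440. Hpgds, the hematopoietic prostaglandin D synthase, was higher in the stomach at 5529 against 471 and called neither in the trachea at 549 against 346. Ptges, a prostaglandin E synthase, was listed at 0 against 1367 in the trachea. Of the whole eicosanoid list, 6 of 16 genes were higher and 6 lower in the trachea, with a median log2(EGFP/Tomato) of -0.77, and 5 of 13 were higher and 2 lower in the stomach. Of the genes of tuft cytoskeleton and microvilli, Espn, which encodes espin, was at 3810 against 26 in the trachea and 5352 against 412 in the stomach, and Vil1 was higher in the stomach at 3482 against 347.

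Some genes were called higher in the trachea only, without a test of the difference. Sucnr1, the succinate receptor, was at 1113 normalized counts in the trachea and listed at 0 in the Tomato library and in both libraries of the stomach, and Adora1 was at 1164 against 72 in the trachea and 333 against 145 in the stomach. Metabolite receptors were higher for 2 of 5 in the trachea and lower for 3 of 4 in the stomach. The largest ratios of the trachea belonged to Fes, Matk, Chst2 and Unc5d. Of these, Fes, a tyrosine kinase gene, stood at 5415 and Chst2 at 5262 against a listed 0. Unc5d was also listed at 0 and Matk at 1 in Tomato-positive cells, so the pseudocount sets these ratios and their order. In the stomach Fes was also higher at 1558 against 168, Matk at 1893 against 69, and Chst2 was called neither at 315 against 140. Unc5d was at 5117 in the trachea and listed at 0 in the stomach. The smallest ratios belonged to the keratin genes Krt4, at 52247 normalized counts in Tomato-positive cells, Krt14 and Krt13. All of them were listed at 0 in EGFP-positive cells, so the same limit holds. In the stomach all 10 largest ratios were immunoglobulin kappa variable segments, with Igkv6-23 at 11062 normalized counts, and the smallest belonged to Chga, Chgb and Ghrl. The segments were listed at 0 in Tomato-positive cells, and Chga and Chgb at 0 in EGFP-positive cells. Over all genes measured in both tissues, 251 were higher in the trachea and lower in the stomach, and 246 the other way round.

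Genes of microbial sensing were not higher as a group. Of 17 measured genes of pattern recognition in the trachea, 10 were lower and 4 higher (median log2(EGFP/Tomato) of -2.33), and of 18 in the stomach 6 were lower and 2 higher (median -0.59). Tlr2, Tlr4, Nod1 and Nod2 were listed at 0 in EGFP-positive cells of the trachea, where Ddx58 and Irf7, genes of the response to viral RNA and interferon, were at 380 against a listed 0 and 747 against 17. Of 9 genes of antimicrobial proteins in the trachea 7 were lower and 0 higher (median -4.32). In the stomach 2 of 3 measured genes were lower, Lyz2 listed at 0 against 5413 and Bpifb1 at 5489 against 45309 (list median -3.04). Slpi was higher there, at 3457 against 117. Without a minimum the stomach list of antimicrobial proteins had a median of -1.0 over 8 genes, with 2 higher and 2 lower. It was then at percentile 4.85 instead of 0.81 and no longer stood apart.

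Immediate early and heat shock genes were lower in EGFP-positive cells for 9 of 17 in the trachea and 13 of 17 in the stomach, with medians of -2.20 and -2.50 at percentiles 0.7 and 0.0 of their random lists. Fos was at 13693 against 62889 in the trachea, which was not called at the same total, and 556 against 8386 in the stomach. Housekeeping genes were called neither for all 12 in both tissues, with medians of -0.69 and -0.03. Epcam was at 5871 against 1450 in the trachea and, called neither, 4648 against 1751 in the stomach, although the EGFP sort had no EpCAM gate.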
